# Blimp-1/PRDM1 is a critical regulator of Type III Interferon responses in mammary epithelial cells

**DOI:** 10.1038/s41598-017-18652-9

**Published:** 2018-01-10

**Authors:** Salah Elias, Elizabeth J. Robertson, Elizabeth K. Bikoff, Arne W. Mould

## Abstract

The transcriptional repressor Blimp-1 originally cloned as a silencer of type I interferon (IFN)-β gene expression controls cell fate decisions in multiple tissue contexts. Conditional inactivation in the mammary gland was recently shown to disrupt epithelial cell architecture. Here we report that Blimp-1 regulates expression of viral defense, IFN signaling and MHC class I pathways, and directly targets the transcriptional activator Stat1. Blimp-1 functional loss in 3D cultures of mammary epithelial cells (MECs) results in accumulation of dsRNA and expression of type III IFN-λ. Cultures treated with IFN lambda similarly display defective lumen formation. These results demonstrate that type III IFN-λ profoundly influences the behavior of MECs and identify Blimp-1 as a critical regulator of IFN signaling cascades.

## Introduction

The zinc finger transcriptional repressor Blimp-1 (PRDM1) originally identified as a post-inductive silencer of interferon beta (IFN-β) gene expression in virally infected cells^1^ and a critical regulator both necessary and sufficient for plasma cell terminal differentiation^2^ is now known to regulate gene expression profiles in multiple cell types^3^. By virtue of its ability to recruit chromatin modifiers such as HDAC1/2, LSD-1, and G9a, Blimp-1 governs epigenetic reprogramming required for germ cell specification in the early mouse embryo^4–6^. Blimp-1 null embryos die at around embryonic day 10.5 (E10.5) due to defective placental morphogenesis^4,7^. Loss of Blimp-1 disrupts specification of the spiral artery-associated trophoblast giant cell lineage (SpA-TGC’s) the crucially important cell subpopulation that invades and remodels maternal blood vessels^8,9^. Lineage tracing experiments in combination with expression profiling and single cell RNA-Seq analysis have defined the cell type specific transcriptional signature governing these specialized functional activities^8,9^.

In contrast in B and T lymphocytes, Blimp-1 function is not required at early stages during lineage commitment. Rather in B cells Blimp-1 directly silences expression of key transcription factors such as c-Myc, Pax5, and CIITA that maintain B cell identity to dramatically shift the developmental programme towards plasma cell terminal differentiation^10–12^. Recent studies have further characterized Blimp-1-dependent gene expression changes and chromatin remodeling at its transcriptional targets associated with plasma cell maturation^13^. Similarly Blimp-1 regulates cell fate choices made during differentiation of CD4^+^ T cell subsets, and controls the balance of cytolytic effectors vs the generation of memory CD8^+^ T cells^14–18^.

Recent experiments have shown that Blimp-1 governs postnatal reprogramming of intestinal enterocytes^19^. Blimp-1 function is required to prevent premature activation of the adult enterocyte biochemical signature^19^. ChIP-Seq analysis of E18.5 small intestine demonstrate Blimp-1 preferentially binds to promoter regions upstream of genes associated with metabolism^20^ and interestingly revealed a subset of highly conserved target sites, including the promoters of IFN-inducible components of the MHC class I antigen processing machinery such as Psmb8, Psmb10, Tapbp, and Erap1, that are also recognized by interferon regulatory factor (IRF) -1 a positive regulator of the MHC class I peptide loading pathway^20,21^. Thus Blimp-1 occupancy directly antagonizes IRF-1 to prevent premature activation of the MHC class I pathway in fetal enterocytes and maintain tolerance in the neonatal intestine in the first few weeks after birth during colonization of the intestinal tract by commensal microorganisms^20^.

Survival at these early stages depends on the highly specialized mammary glands that produce milk and enable the mother to feed her newborn offspring. The mammary epithelium contains two structurally and functionally distinct cell subpopulations: the outer myoepithelial/basal cells and the inner luminal cell population. Considerable progress has been directed towards understanding cell fate decisions during ductal morphogenesis, lumen formation, and alveologenesis. The functional contributions made by distinct mammary stem cell subpopulations, including both unipotent and bipotent progenitors have been extensively described in lineage tracing experiments^22^. Recent experiments demonstrate that Blimp-1 expression within a rare subset of luminal progenitors is up-regulated in response to pregnancy hormones and conditional inactivation results in defective mammary gland morphogenesis^23^. Strikingly Blimp-1 functional loss disrupts epithelial architecture and lumen formation both *in vivo* and in three-dimensional (3D) primary cell cultures^23^.

To further investigate the underlying causes of these tissue disturbances, here we performed transcriptional profiling experiments. To avoid studying possible contributions made by strongly Blimp-1-positive endothelial cells within this highly complex vascularized tissue *in vivo*, we exploited the inducible *ROSA26*:*CreERT2* allele to activate Cre-mediated Blimp-1 deletion via tamoxifen treatment of 3D mammary epithelial cell (MEC) cultures. As expected Blimp-1 deficient (cKO) MEC cultures display defective lumen formation and fail to establish apical-basal polarity. Surprisingly however functional annotation analysis of up-regulated genes identified highest enrichment scores for categories associated with innate immunity and IFN signaling pathways. This gene list substantially overlaps with those recently described as conserved Blimp-1 targets via ChIP-Seq analysis, including key components of the MHC class I peptide-loading pathway^20^. Additionally IFN-stimulated genes and pathway regulators including Usp18, Oligoadenylate synthetase (OAS) family members, and the key transcriptional activator Stat1, were identified here as direct Blimp-1 targets. Finally the present experiments demonstrate that Blimp-1 loss of function results in up-regulated expression of double stranded (ds)RNA and type III IFN lambda (IFN-λ). Moreover type III IFN-λ treatment of wild type MEC cultures causes defective lumen formation and maturation. These results demonstrate for the first time that the zinc finger transcriptional repressor Blimp-1 silences type III IFN expression in mammary epithelial cells and establish its actions as a global regulator of the IFN signaling cascade.

## Results

### Transcriptional profiling experiments demonstrate up-regulated expression of IFN signaling components

To learn more about Blimp-1 functional contributions during mammary gland morphogenesis, we used the Illumina array platform to compare transcripts in wild type versus Blimp-1 cKO MEC cultures harvested at Day 3 (D3) and Day 4 (D4), when tissue disturbances become readily visible. 

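RNA of MEC 3D cultures, in which primary mammary epithelial cells form acini in Matrigel, was measured on 12 Illumina arrays, 3 for each genotype at D3 and 3 for each genotype at D4. Wild type cells came from C57BL/6 females and Blimp-1 cKO cells from Prdm1 BEH/CA;ROSA26:CreERT2 females, at 15.5 or 16.5 days of pregnancy. Cultures of both genotypes received 100 nM 4-hydroxytamoxifen for 24 h, which activates Cre in the cKO cells. The wild type donors are not described as carrying Cre. On these arrays, loss of Blimp-1, active Cre and the donor line therefore cannot be told apart. The paper states that RNA came from 5 independent cultures of each genotype and that triplicate samples were used on the arrays. Its text does not state whether the 3 samples of a group came from separate animals, so the p-values measure the spread between these samples.

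Prdm1, the gene that encodes Blimp-1, has 1 probe (2597923) above background on at least 3 arrays. It was detected on no wild type array, on 1 of 3 cKO arrays at D3 and on 3 of 3 at D4. Its signal was higher in the cKO at D4, by at least 1.49-fold (adjusted p = 0.00478), and this call ended without background correction. It did not pass at D3 (adjusted p = 0.293), and no fold is given there, since its mean cKO signal at D3 did not exceed the floor used for the bounds. The place of the probe relative to the deleted part of Prdm1 is not given in the sources used here, so this signal does not test the deletion.

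The authors' probe intensity values without normalization and their detection p-values were the starting point. Each array holds 45281 probes. The number of probes detected at p under 0.05 ranged from 18094 to 18780 at D3 and from 18087 to 18905 at D4 in wild type, and from 18217 to 18698 at D3 and from 18212 to 18682 at D4 in cKO arrays. The median probe signal was 227, 250, 201 and 214 on the middle array of D3 wild type, D3 cKO, D4 wild type and D4 cKO. The mean correlation of an array with the others of its group, across probes, lay between 0.985 and 0.992. Signals were background-corrected and quantile-normalized with limma's neqc at an offset of 16, and the 19972 probes detected on at least 3 arrays were tested in 1 limma fit of 4 groups. A gene is represented by its brightest tested probe on average, which gives 10724 genes. The number of arrays limits the precision, and with 3 arrays against 3 an exact permutation test of a single gene cannot go below p = 0.1.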

The greatest differences in gene expression profiles were detectable at Day 4. 

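Blimp-1 cKO cultures differed from wild type in 267 genes at D3, of which 208 rose and 59 fell, and in 454 genes at D4, of which 299 rose and 155 fell. Genes of the interferon response were prominent at both days. Ifi47, an interferon-inducible GTPase, rose at least 12.1-fold at D3 and at least 21.8-fold at D4, as lower bounds since its probe (2652857) was detected on no wild type array. The chemokine genes Cxcl10 and Ccl5 rose at D4 with log2 fold changes of 3.43 (standard error 0.25, adjusted p = 2.43e-05) and 3.24 (standard error 0.30, adjusted p = 0.000156). At D3 their log2 fold changes were 3.25 and 3.10. Rsad2, which encodes the antiviral protein viperin, rose by 3.31 at D3 and 2.36 at D4 on the log2 scale.

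Among the genes with the largest increases were also some that are not known members of the interferon response. Tceanc2 rose at least 9.00-fold at D3 and 10.3-fold at D4. Mgmt, a DNA repair gene, rose at least 13.5-fold at D3 and had a log2 fold change of 3.57 at D4. Another probe of Mgmt (2876448) rose less, with log2 fold changes of 1.32 and 1.38. Tmem106b had log2 fold changes of 3.62 and 3.47, and Gml2 rose at least 3.23-fold and 4.40-fold. Ccn5 had log2 fold changes of 4.59 and 3.66, Tnfrsf22 of 2.26 and 3.34, and Klra4 of 2.82 and 3.46, and each of these 3 genes lies in a chromosome interval where called genes gather. Another probe of Tnfrsf22 (1215416) was lower at D4 (log2 fold change of -0.74, adjusted p = 0.0117), and the other 2 probes of Klra4 did not pass. Klra16 rose at least 6.65-fold and 3.00-fold.

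A gene counted as changed at an adjusted p of at most 0.05 from limma and a fold of at least 1.5. The genotype effect differed between the days in 0 genes by limma (lowest adjusted p = 0.111, for Pip), against 793 at an unadjusted p under 0.05. With limma's trend and robust options it differed in 6 genes, with the replicate number as a block in 1 and without background correction in 4. D3 and D4 arrays of the same genotype and number had correlated residuals (0.08 to 0.36). No fit of this difference paired them, so the count of 0 does not show that the effects were equal. The median absolute log2 fold change of all genes tested was 0.13 at D3 and 0.16 at D4.

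At D4 the replicate number is the BeadChip, and with it as a block the numbers of D4 genes higher in cKO and D4 genes lower in cKO were 432 and 188, and those of D3 genes higher in cKO and D3 genes lower in cKO were 288 and 72. In a fit of the D4 arrays alone with that block, chosen after seeing the data, they were 179 and 35. Without D4 wild type replicate 3 the D4 counts were 191 and 80, without D4 cKO replicate 1 the lower count was 101, and in a fit of the D4 arrays without a block it was 102. At D3 the lower count was 35 without wild type replicate 2, 31 without wild type replicate 3 and 37 without background correction. An unpaired t-test on the same values, adjusted over all probes, gave 4 higher and 0 lower genes at D3 and 71 and 11 at D4 (unadjusted, 340 and 112 at D3, 415 and 238 at D4).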

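Genes lower in Blimp-1 cKO cultures at D4 included a cell cycle inhibitor, milk genes and targets of the glucocorticoid receptor. Cdkn1c, an inhibitor of cyclin-dependent kinases, had a log2 fold change of -2.83 (standard error 0.22, adjusted p = 3.78e-05), and of -2.79 at D3. Pip, which encodes a secreted protein of the mammary gland, had a log2 fold change of -2.79 at D4 (standard error 0.28, adjusted p = 0.000231) and was below background in both genotypes at D3. Pbp2 fell with log2 fold changes of -3.83 at D3 and -2.85 at D4. Gpx3, a secreted glutathione peroxidase, fell with log2 fold changes of -1.53 and -1.81, and Tmod4 with -1.90 and -2.33.

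Of 15 genes of a glucocorticoid response list, 7 fell at D4, none rose and 8 did not pass (9 fell when adjusted over the list alone), with a median log2 fold change of -0.66. The 7 genes were Fkbp5 (-0.72), Tsc22d3 (-0.94), Zbtb16 (-0.59), Cdkn1c, Sult1a1 (-1.40), Irs2 (-1.07) and Foxo3 (-1.35). Fkbp5, Tsc22d3 and Zbtb16 are common targets of the glucocorticoid receptor, and Irs2 and Foxo3 act in insulin signalling. Called members were more frequent than among all genes tested (Fisher's exact test, adjusted p = 4.57e-08), and the list was lower by camera (adjusted p = 3.03e-07, and 2.10e-07 with the replicate block), with an adjusted p = 0.169 with an estimated correlation. The medians within the 3 BeadChips were -0.85, -0.63 and -0.39. At D3, 2 members fell (2 when adjusted over the list alone, Cdkn1c and Foxo3), with a median of -0.23 and an adjusted p = 0.00387 by camera, or 0.396 with an estimated correlation. The list was written after the paper's Table S1 had been read, so its direction is not independent evidence.

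Of 23 measured milk and alveolar genes, 2 fell at D4 and none rose (2 when adjusted over the list alone). These were Pip and Muc15, a mucin of the milk fat globule membrane (-2.09, adjusted p = 0.0341). Another probe of Muc15 (2451987) had -1.33 at D4 and did not pass (adjusted p = 0.114). The list's median was -0.36 at D4 (-0.29 with bounds, adjusted p = 0.0133 by camera, 0.272 with an estimated correlation, 0.0128 with the replicate block, within BeadChips -0.32, -0.29 and -0.60) and -0.03 at D3 (0.00 with bounds), where none passed (0 when adjusted over the list alone, adjusted p = 0.974 by camera). The milk protein genes Csn2 (-1.39, adjusted p = 0.477) and Wap (adjusted p = 0.214, detected on 3 wild type and 0 cKO arrays at D4) did not pass. Clec2e, a C-type lectin gene, fell at D4 (-3.30, adjusted p = 0.000912), while another of its probes (2624092) had a log2 fold change of -0.18 (adjusted p = 0.762). Aspg fell at least 2.27-fold at D3 and 2.44-fold at D4, and Lce1f, of the cornified envelope family, at least 11.8-fold and 2.67-fold. At D3 Hyi fell (-1.63), though another of its probes (2611422) had 0.30 (adjusted p = 0.497), and so did Bst1 (-2.19) and Dgkk (at least 2.55-fold).

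In the same D4 comparison the lists of basal, extracellular matrix and fibroblast genes had medians of 0.62, 0.62 and 0.59 (adjusted p = 1.96e-05, 1.51e-09 and 0.00604 by camera, and with an estimated correlation the adjusted p = 0.307, 0.266 and 0.551). Cdkn1c lies in a chromosome interval where called genes gather, and Foxo3 lies near Prdm1. The D4 calls of Muc15, Sult1a1, Irs2 and Lce1f and the D3 calls of Foxo3, Dgkk and Aspg each ended under at least 1 other treatment of the signals, filter or set of arrays, with adjusted p values up to 0.107, 0.125, 0.116, 0.0739, 0.131, 0.0808 and 0.0531.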

The relatively few down-regulated genes (n = 138) in D4 Blimp-1 cKO MECs showed no significant enrichment for any GO annotated pathways or biological processes and were not investigated further (see Supplementary Table S1). In contrast, functional annotation clustering analysis of significantly up-regulated genes surprisingly revealed a striking enrichment for innate immunity, stress and viral response categories (Fig. 1a). 

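Of the 34 gene lists, that of interferon-stimulated genes held the most genes changed in Blimp-1 cKO cultures, a number that also depends on the length of a list. Of 52 measured genes of an interferon-stimulated list, 45 rose at D3 and 38 at D4, and none fell (48 and 43 rose when adjusted over the list alone). The median log2 fold change of the list was 1.70 at D3 (1.57 with members below background in 1 genotype at their bound) and 1.30 at D4, and 1.22, 1.34 and 1.33 within the 3 BeadChips at D4. D3 cKO replicate 2 stood above the other D3 cKO arrays, with a median of the list above the D3 wild type mean of 2.07 against 1.50 and 1.49, and without it 40 members rose at D3, with a median of 1.44. Ifit3, which encodes a protein that binds viral RNA, had log2 fold changes of 3.59 (standard error 0.29, adjusted p = 3.23e-05) and 3.06 (standard error 0.29, adjusted p = 0.000159).

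Of 8 genes of the interferon-inducible GTPase families, which act against intracellular pathogens, 7 rose at D3 and 6 at D4 (7 and 7 when adjusted over the list alone). On D3 cKO replicate 2 their median above the D3 wild type mean was 2.69, against 1.89 and 1.57 on the others, and without it 7 rose at D3. Igtp had log2 fold changes of 2.39 and 1.55, Irgm2 of 2.39 and 1.10 and Gbp3 of 2.67 and 1.73. Of 13 chemokine genes, 4 rose at each day and none fell (7 higher at D3, and 5 higher and 1 lower at D4, when adjusted over the list alone). Cxcl1, which attracts neutrophils, had log2 fold changes of 1.64 and 1.90, and Cxcl9 rose at least 3.33-fold at D3 and had a log2 fold change of 2.87 at D4. Of 18 genes of NF-κB and inflammation, 1 rose at D3 and 5 at D4 (4 and 6 when adjusted over the list alone). At D3 this was Cxcl1, and at D4 Tnfaip2 (0.80), Cxcl1, the cytokine genes Il1a (1.86, adjusted p = 0.00570) and Lif (1.54, adjusted p = 0.000807) and the adhesion gene Vcam1 (1.03, adjusted p = 0.0176). Of 15 genes of cell death, 3 rose at D4 (Casp4 by 1.01, Gsdmd by 0.86 and Mlkl by 0.63 on the log2 scale), which act in inflammatory forms of it, and Fas fell (-0.65, adjusted p = 0.0241), with the same 3 and 1 when adjusted over the list alone. At D3 none passed (0 when adjusted over the list alone). Other probes of Casp4 (1254655 and 2811746) had log2 fold changes of 0.80 (adjusted p = 0.205) and 0.11 (0.787) at D4 and did not pass.

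Called members were more frequent than among all genes tested at D4 for the interferon-stimulated list (Fisher's exact test, adjusted p = 6.57e-47), the GTPases (1.28e-07), the chemokines (0.00202), the inflammatory list (0.000640) and the cell death list (0.0338). By camera the interferon-stimulated list was higher at D3 (adjusted p = 3.29e-79) and D4 (5.23e-45, and 6.02e-40 with the replicate block), with adjusted p = 0.0976 and 0.110 with an estimated correlation. The other camera values at D4 were 2.61e-09 for the GTPases, 0.000945 for the chemokines, 0.00157 for the inflammatory list and 0.0391 for the cell death list, and with an estimated correlation the adjusted p = 0.158, 0.102, 0.317 and 0.272. With the replicate block they were 2.07e-08, 0.00131, 0.00326 and 0.0571, so that the cell death list no longer passed. The medians within the 3 BeadChips at D4 were 1.16, 1.15 and 1.06 for the GTPases, 0.41, 0.07 and 0.81 for the chemokines, 0.59, -0.00 and 0.45 for the inflammatory list and 0.25, 0.23 and 0.49 for the cell death list. No list passed at either day with an estimated correlation, for which the lowest adjusted p was 0.0976. The lists share genes, and Ddx60 is absent from them because its probe carries no symbol in the annotation used.

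Few single genes passed in the lists of basal mammary cells, of the extracellular matrix and of fibroblasts, which were higher as lists by camera and not with an estimated correlation (adjusted p = 0.260, 0.486 and 0.371 at D3 and 0.307, 0.266 and 0.551 at D4). Of 21 basal markers, Cdh3 rose at D3 and Actg2 and Krt17 at D4 (10 and 11 markers when adjusted over the list alone), with a median of 0.62 at each day. Actg2, a smooth muscle actin of contractile cells, had a log2 fold change of 1.55 at D4 (adjusted p = 0.0198), and the basal keratin gene Krt5 had 1.92 (adjusted p = 0.0687). Of 23 matrix genes, none passed at D3 and 7 rose at D4 (0 and 12 when adjusted over the list alone), with medians of 0.47 and 0.62. These included Plat, a protease that activates plasmin (1.22, adjusted p = 0.00260), the collagen-modifying genes Plod2 (1.24) and P4ha2 (0.97), and Col8a1 (1.07). Of 11 fibroblast genes, only Pdpn rose, at both days (3 and 3 when adjusted over the list alone), with medians of 0.56 and 0.59.

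By camera these 3 lists were higher at D3 (adjusted p = 8.98e-07, 0.000113 and 0.000123) and at D4 (1.96e-05, 1.51e-09 and 0.00604, and 1.06e-07, 1.32e-11 and 0.00120 with the replicate block). The medians within the 3 BeadChips were 0.43, 0.64 and 0.47 for the basal, 0.30, 0.79 and 0.84 for the matrix and 0.36, 0.75 and 0.71 for the fibroblast list. The D3 call of Cxcl9 and the D4 calls of Fas, Vcam1, Actg2, Plod2, P4ha2 and Col8a1 ended under other settings or without single arrays, with adjusted p values up to 0.0865, 0.0709, 0.0775, 0.0876, 0.103, 0.0561 and 0.0515, and those of Gsdmd and Mlkl fell under 1.5-fold in 1 setting each.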

Results summarized in Fig. 1b strongly suggest that Blimp-1 regulates expression of anti-viral effectors such as oligoadenylate synthetase (OAS) family members, IFN-stimulated genes (ISG’s) such as Usp18 and Isg15, IFN-inducible components of the MHC class I peptide-loading pathway, as well as the transcriptional activators Irf7, Stat1 and Stat2.

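Genes of all 3 groups of effectors and the activators Irf7 and Stat2 were higher in Blimp-1 cKO cultures at both days. Stat2, a transcription factor of interferon signalling, rose by 1.59 and 1.37 on the log2 scale (adjusted p = 0.000774 and 0.00195), and Irf7, a factor that drives interferon genes, by 2.59 and 2.27 (adjusted p = 0.000384 and 0.00104). Isg15, a ubiquitin-like modifier, rose by 2.99 (adjusted p = 2.54e-05) and 1.56 (0.00208), and Usp18, the protease that removes it, by 3.35 (1.27e-05) and 1.76 (0.00108).

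Of 9 measured genes of the OAS family, some of which encode synthetases of the activator of RNase L, 7 rose at D3 and 6 at D4 (8 and 7 when adjusted over the list alone), with medians of 2.07 and 1.40, or 1.36 at D3 with members below background in 1 genotype at their bound (at D4 within the 3 BeadChips 1.47, 1.44 and 1.41). On D3 cKO replicate 2 their median above the D3 wild type mean was 2.73, against 1.80 and 1.64 on the others, and without it 6 rose at D3. Oas2 had log2 fold changes of 3.88 and 2.66, Oasl1 of 2.92 and 1.87 and Oasl2 of 2.10 and 1.27. The D3 value of Oas2 is uncertain, since its wild type signal lay near background and was detected on 1 of 3 D3 wild type arrays. Oas3 rose at least 1.09-fold at D3 (adjusted p = 0.0344) and at least 4.93-fold at D4 (adjusted p = 0.000311), since its probe was detected on no wild type array.

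Of 22 measured genes of MHC class I presentation, 6 rose at D3 (5 without D3 cKO replicate 2) and 12 at D4 and none fell (7 and 13 when adjusted over the list alone), with medians of 0.40 and 0.69 (at D4 within the 3 BeadChips 0.64, 0.64 and 0.83). The peptide transporter genes Tap1 and Tap2 rose by 1.74 and 1.05 at D3 and by 1.40 and 0.88 at D4 on the log2 scale. The immunoproteasome genes Psmb8 and Psmb9 rose by 0.77 and 1.16 at D3 and by 0.79 and 1.10 at D4. Psmb10 and Tapbp, which encodes tapasin, passed at D4 alone (0.60, adjusted p = 0.0420, and 0.73, adjusted p = 0.0105), with 0.36 (0.336) and 0.28 (0.439) at D3, and the difference between the days did not pass for either (adjusted p = 0.836 and 0.644). Nlrc5, the activator of MHC class I genes, rose by 1.62 and 1.61, and H2-Q6, a nonclassical class I gene, rose 3.03-fold at D4. Of 8 proteasome genes, immune and constitutive, Psmb8 and Psmb9 rose at D3 and these and Psmb10 at D4 (2 and 3 when adjusted over the list alone), with D4 medians of 0.19, 0.22 and 0.06 within the BeadChips.

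Within the 3 BeadChips at D4 the differences ranged from 1.07 to 1.64 for Stat2, from 1.65 to 2.66 for Irf7, from 1.42 to 1.67 for Isg15 and from 1.66 to 1.87 for Usp18. By camera the OAS, MHC class I and proteasome lists were higher at D4 (adjusted p = 5.11e-10, 1.49e-13 and 0.0153, and 4.02e-09, 5.11e-12 and 0.0286 with the replicate block), and with an estimated correlation the adjusted p = 0.158, 0.105 and 0.220. At D3 these were 8.06e-17, 2.95e-11 and 0.00179, and with an estimated correlation the adjusted p = 0.0983, 0.126 and 0.157.

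The calls of Oas3 and Nlrc5 at D3, of Psmb8 and Tap2 at both days and of Psmb10 at D4 each ended when single arrays were left out or under other settings, with adjusted p values up to 0.113, 0.0718, 0.120 and 0.0675, 0.0567 and 0.0870, and 0.107. Psmb10 was also not called with the replicate block. From these transcripts, the paper proposes that Blimp-1 regulates anti-viral effectors, interferon-stimulated genes, MHC class I peptide loading and activators such as Irf7 and Stat2.

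**Figure D1:**
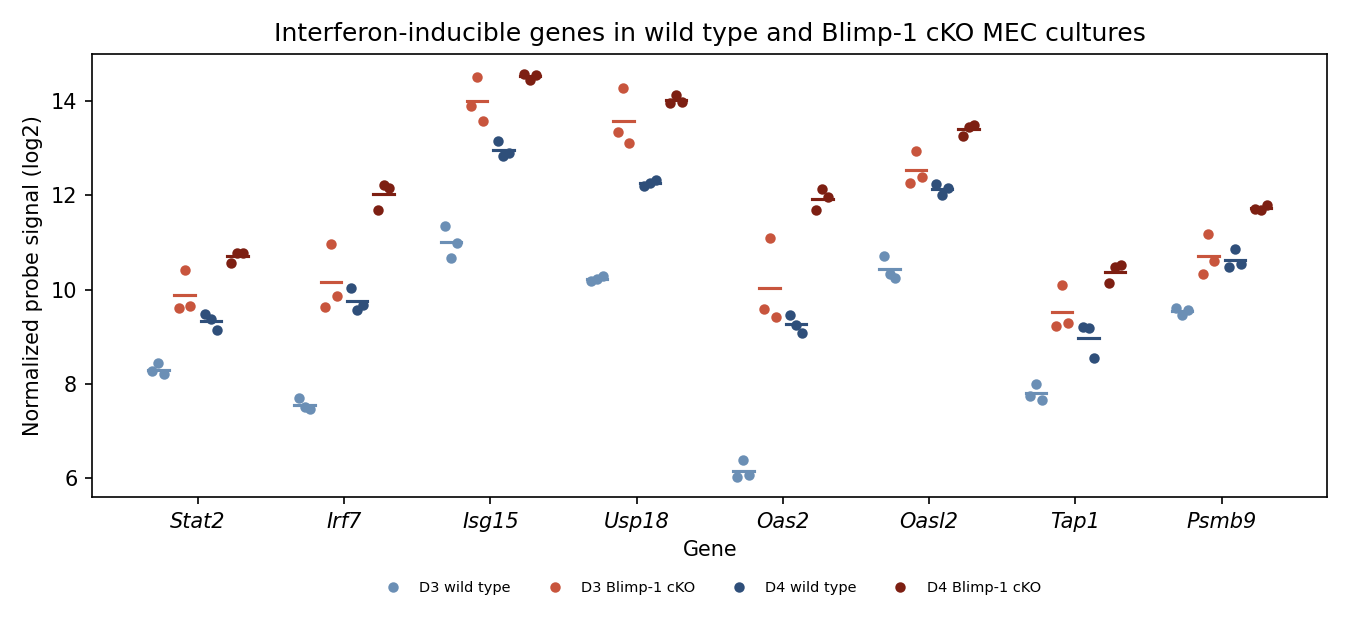
Normalized probe signal (log2) of 8 interferon-inducible genes on each array (points) with the mean of the 3 arrays of each group (bars), for wild type and Blimp-1 cKO cultures at D3 and D4. The cKO means lie above the wild type means of the same day for all 8 genes, by 3.88 for Oas2 at D3 and by 1.10 for Psmb9 at D4. Oas2 was detected on 1 of the 3 D3 wild type arrays.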

**Figure 1:**
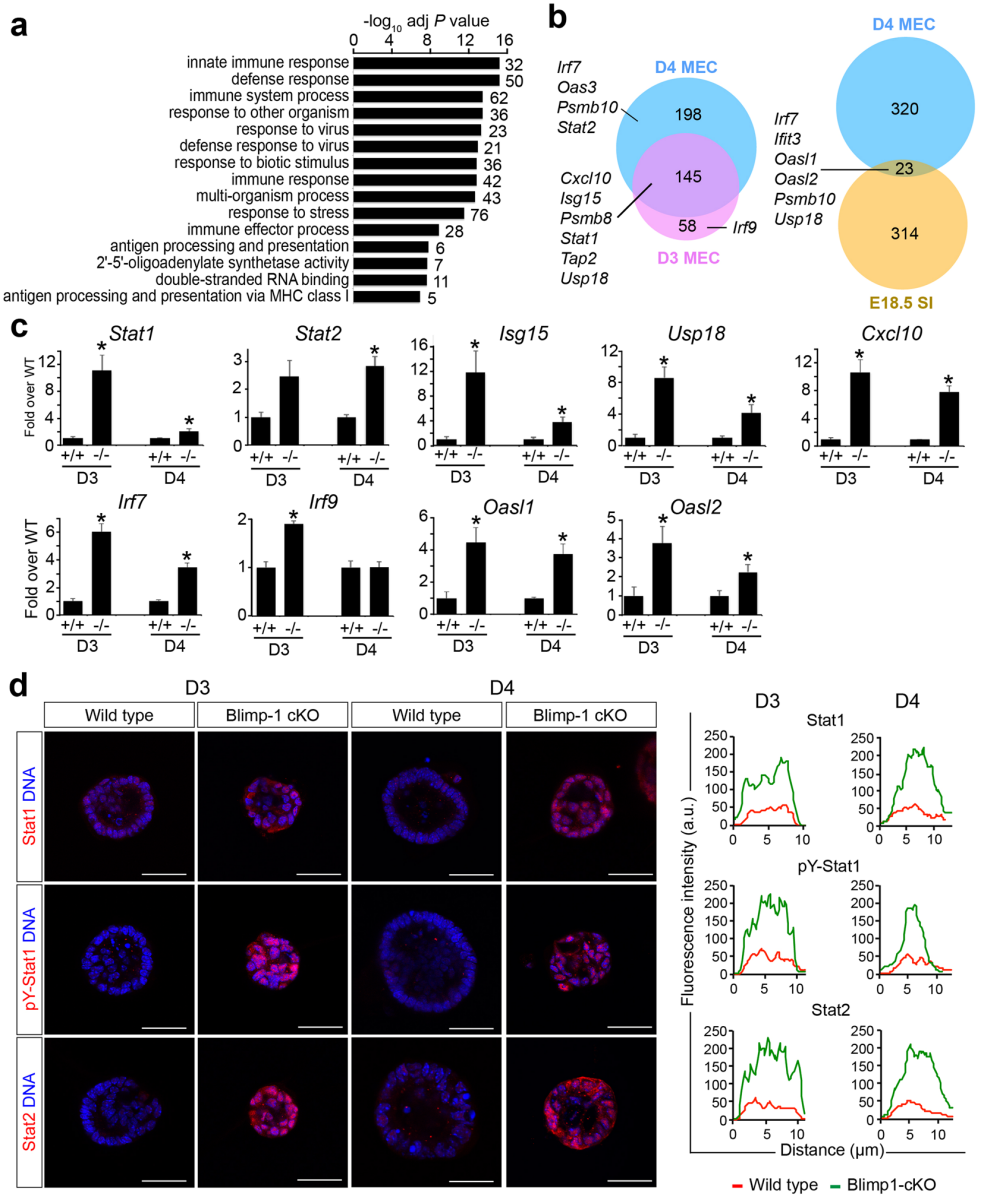
Transcriptional profiling experiments reveal up-regulated expression of anti-viral defense genes in Blimp-1 cKO mammary epithelial cell (MEC) cultures. (**a**) Significantly enriched GO terms among up-regulated genes in Day 4 Blimp-1 cKO MECs as determined by WebGestault. (**b**) Comparisons of up-regulated transcripts in Blimp-1 cKO MEC 3D cultures at Day 3 and Day 4 with those up-regulated in Blimp-1 cKO E18.5 small intestine identify components of viral defense, IFN signaling cascades and MHC class I antigen presentation pathways. (**c**) qPCR validation of transcriptional changes in cKO (−/−) relative to wild type (+/+). *P value < 0.05 (unpaired Student’s *t*-test). Data represents mean ± SEM of 5 samples per group. (**d**) Dramatically increased Stat1, pY-Stat1 and Stat2 expression in Blimp-1cKO 3D cultures. Representative line scan-analysis (representative fluorescence intensity, minimum 20 cells/genotype analyzed) confirms increased levels and nuclear localization of Stat1, pY-Stat1, and Stat2 in Blimp-1 cKO MECs. Scale bars: 50 μm.

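Most genes that changed at D3 in Blimp-1 cKO cultures also changed at D4. Of the 208 genes higher at D3, 160 were higher at D4, against 5.80 for independent lists (one-sided Fisher's exact test, p = 1.06e-224). Of the 59 genes lower at D3, 42 were lower at D4, against 0.853 (Fisher's exact test, p = 2.87e-66), and no gene changed in opposite directions. Of the 139 genes higher at D4 and not called at D3, 121 had a positive log2 fold change at D3, and of the 113 lower at D4 and not called at D3, 88 had a negative one. Across the 202 genes called at both days, which are not independent replicates, the log2 fold changes of D3 and D4 had a correlation of 0.947. Their median absolute log2 fold change was 1.32 at D3 and 1.27 at D4, and 73 of the 160 higher genes had the larger increase at D4. The comparisons of D3 and D4 share no arrays, but D3 and D4 arrays of the same genotype and number had correlated residuals (0.08 to 0.36), so the 2 days are not independent and the p-values of the overlap, which assume that they are, do not measure chance. With an unpaired t-test the number of genes higher at both days was 4.

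**Figure D2:**
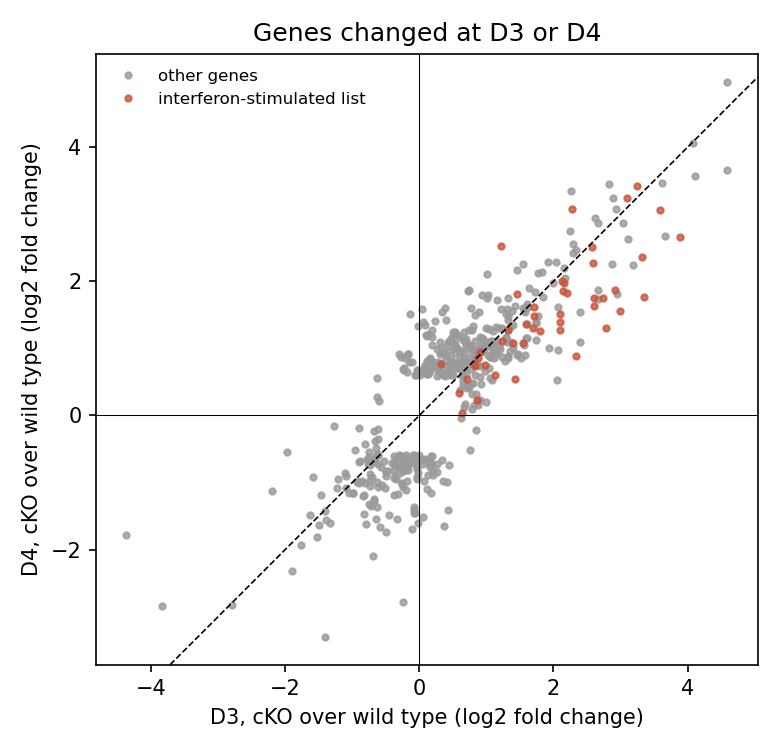
Log2 fold change of cKO over wild type at D3 (horizontal axis) and D4 (vertical axis) of the genes called at either day, with genes of the interferon-stimulated list in red, other genes in grey and a dashed line where both are equal. The 202 genes called at both days lie in the upper right and lower left of the plot.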

Additionally a subset of up-regulated transcripts overlapped with those previously identified in Blimp-1 cKO embryonic (E18.5) small intestine^19^. These expression changes were validated by quantitative PCR (qPCR, Fig. 1c), and additionally for Stat1 and Stat2 in cell staining experiments (Fig. 1d). 

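The genes that Table S1 also gives as higher in Blimp-1 cKO E18.5 small intestine included interferon-stimulated genes, and most were higher in the MEC cultures. By the paper's columns, 28 probes of 21 genes pass its thresholds in small intestine, and 25 of these probes and 18 of these genes were higher in the D4 cultures. At D4 the table's probe of Apol9b had a log2 fold change of 2.05, that of Oas1g of 1.62, of Trim30a of 1.52, of Mx2 of 1.31, of Parp12 of 1.28 and of Irgm1 of 1.21. Of the 21 genes, 9 are on the interferon-stimulated list and 12 on that list, the OAS list or the GTPase list, and no test of this share was run. The shared genes also included Areg, a ligand of the EGF receptor (1.08), Upp1, an enzyme of uridine breakdown (1.26), and Cdkn1a, the cell cycle inhibitor p21 (1.18). At D3, 16 of the 21 genes were higher, and 15 were higher at both days. Trim30d (0.90, adjusted p = 0.0812) did not pass at D4, and Hk2 (adjusted p = 0.0186) and Sdc1 (adjusted p = 0.00736) changed by less than 1.5-fold, at 1.49-fold and 1.48-fold. The small intestine values are the paper's, and the probes were selected by the paper on these D4 arrays, so their direction in the cultures is not independent evidence. Upp1 lies in a chromosome interval where called genes gather, and the D3 call of Cdkn1a ended under 5 other settings (adjusted p up to 0.0806).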

Representative images shown in Fig. 1d demonstrate dramatically up-regulated and sustained predominantly nuclear Stat1, pY-Stat1 and Stat2 expression.

### Identification of overlapping Blimp-1 and Stat1 target genes

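Of the genes that Table S1 lists as higher in D4 Blimp-1 cKO cultures, 290 were also higher here by at least 1 of the table's probes of the gene, a wider rule than the 1 probe per gene of the other counts. Among these 290, 134 (46.2%) have a Blimp-1 ChIP-Seq peak in the paper's table, 76 in small intestine, 111 in primordial germ cell-like cells and 53 in both. They include Usp18, with peaks in the paper's table at -52 and -416 from its start, Oas3 with peaks at -51 and -134, and Oasl2 with peaks at 556 and 541, each pair in small intestine and germ cell-like cells. The components of MHC class I presentation Tap1 (-557 and -567) and Psmb9 (322 and 345) have peaks in both as well. No Blimp-1 peak is listed for Irf7, Stat2, Isg15 or Cxcl10. By the same rule, of the 179 genes of the table higher at both D3 and D4, 78 (43.6%) have a Blimp-1 peak. Of the 117 lower genes of the table that were also lower here, 51 (43.6%) have one. The paper linked each peak to the nearest start site, and some lie far from it, as for Oas2 (11181, germ cell-like cells) and Cdkn1c (93213, small intestine). These shares are therefore not shares of genes with a peak at the promoter, and the share over all genes is not given here. The peaks and their positions are the paper's, and no test was run because the table holds only genes that the paper called.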

Comparisons of our list of up-regulated transcripts with the direct Blimp-1 target genes previously identified in ChIP-Seq experiments revealed substantial overlap (Fig. 2a). Moreover, there are Blimp-1 ChIP peaks present in the promoter regions of several IFN signaling pathway regulators - i.e., Stat1, Usp18, Oas3, and Oasl2 (Fig. 2b). Stat1 plays a central role in transcriptional activation of both type I and type II IFN responses^24,25^. Results above demonstrate increased Stat1 expression readily detectable at Day 3 the earliest time point examined (Fig. 1c). As shown in Fig. 2c, the vast majority of up-regulated genes identified here have been previously identified as Stat1 target genes, containing ChIP-Seq peaks constitutively occupied by Stat1 as well as those activated in response to type I IFN-β recognized by Stat1-Stat2 heterodimers together with IRF-9 - i.e., the so-called ISGF3 complex^24^. These observations suggest that dramatically increased and sustained Stat1 expression in the absence of Blimp-1 could potentially be responsible for activation of IFN-signaling genes.

**Figure 2:**
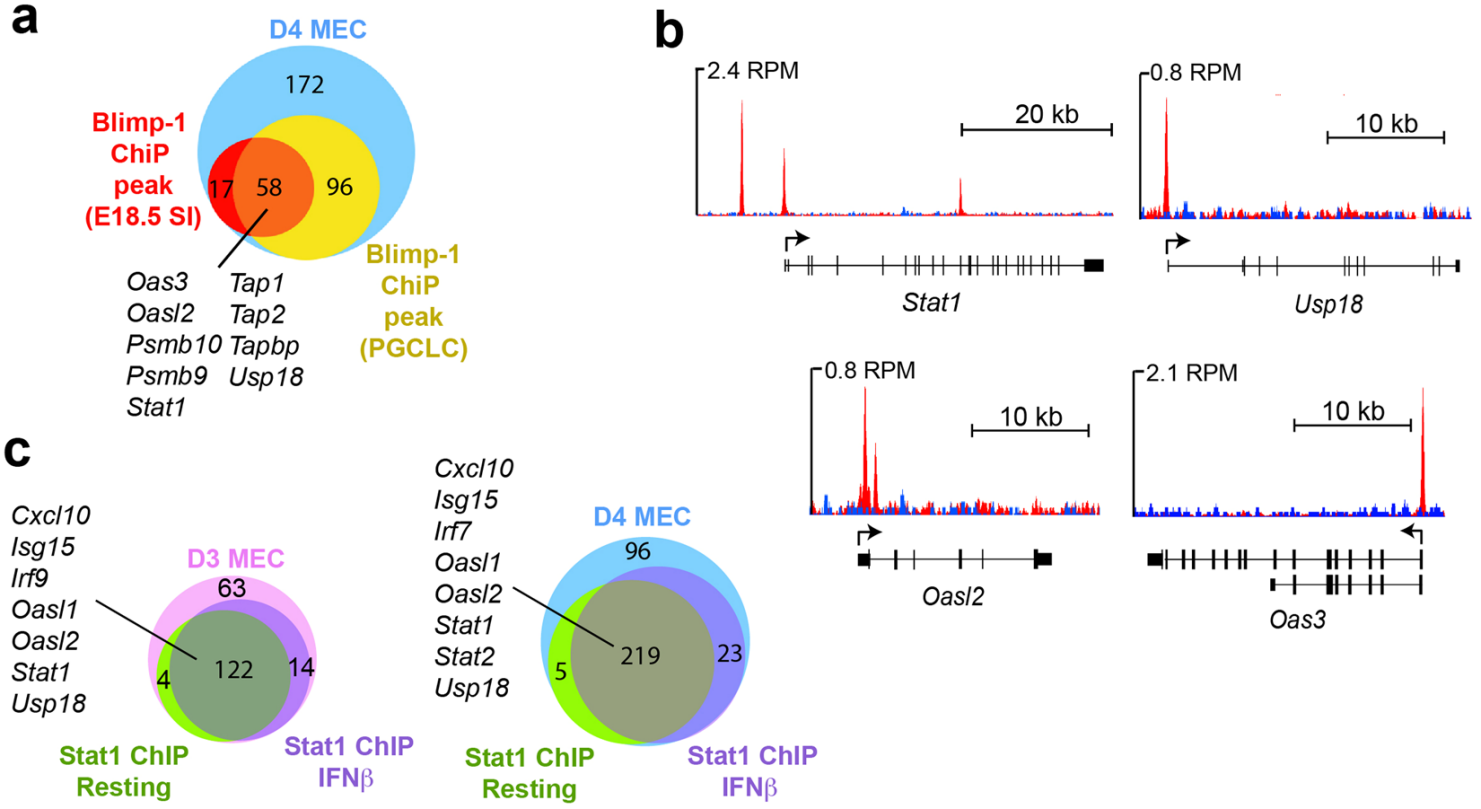
Comparisons with Blimp-1 and Stat1 ChIP-Seq datasets identifies direct target genes. (**a**) The subset of up-regulated genes with proximal Blimp-1 ChIP peaks includes *Stat1*, *Oas* family members, *Usp18*, and IFN-inducible components of the MHC class I antigen presentation pathway. (**b**) Blimp-1 binding at *Stat1*, *Usp18*, *Oasl2*, and *Oas3* genes (GSE66069). Positions of the TSS and direction of transcription are indicated by the arrows. **(c)** The majority of up-regulated genes contain proximal Stat1 ChIP-Seq peaks.

Blimp-1 expression in the mammary gland is restricted to a rare subset of luminal progenitors, representing less than 1% of the total luminal cell population recovered from pregnant females^23^. The eGFP-tagged knock-in allele used previously for ChIP-Seq analysis of embryonic day (E) 18.5 small intestine is severely hypomorphic elsewhere^20^ and FACS sorting is problematic due to relatively weak eGFP fluorescence intensity even in plasma cells. For these reasons, we elected to perform qPCR validation of Blimp-1 occupancy at candidate target sites using transiently transfected CommaDβ cells, an established cell line that shares many functional and behavioral characteristics with bona fide mammary stem cells^26^, in combination with our expression construct encoding the C-terminal eGFP-tagged Blimp-1 fusion protein and the proven GFP mAb^27^. Results shown in Supplementary Figure S1 confirm Blimp-1 occupancy at key target sites in mammary epithelial cells.

### Blimp-1 inactivation results in accumulation of dsRNA

Recent studies demonstrate that cytosolic recognition of viral RNAs by helicases such as RIG-1 leads to the activation of IFN signaling responses^28,29^. 

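Sensors of double-stranded RNA differed in how far they were raised in Blimp-1 cKO cultures. Dhx58, which encodes the RIG-I-like receptor LGP2, rose with log2 fold changes of 2.61 at D3 (standard error 0.21, adjusted p = 3.04e-05) and 1.64 at D4 (standard error 0.21, adjusted p = 0.000894), and from 1.23 to 2.09 within the 3 BeadChips at D4. Ddx58, which encodes RIG-I, rose at D3 with a log2 fold change of 1.13 (standard error 0.19, adjusted p = 0.00626) and had 0.61 at D4 (adjusted p = 0.0947). The difference between the days did not pass for Ddx58 (adjusted p = 0.703). Ddx60, a helicase that acts with RIG-I, rose at least 1.39-fold at D3 (adjusted p = 0.00925) and at least 3.13-fold at D4 (adjusted p = 0.00111), and its 1 probe (1228399) was named through the paper's probe table. Adar, which edits double-stranded RNA, had log2 fold changes of 0.88 and 0.86. Tlr3 had 0.89 (adjusted p = 0.264) and 0.78 (0.215), and the adaptor Mavs -0.05 (0.930) and 0.20 (0.501).

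Of 15 measured genes of double-stranded RNA sensing, 4 rose at D3 (Ddx58, Dhx58, Adar and Trim25) and 3 at D4 (Dhx58, Adar and Zbp1) and none fell (5 and 5 when adjusted over the list alone), with medians of 0.14 and 0.33 and, within the 3 BeadChips at D4, of 0.28, 0.25 and 0.46. The list was higher by camera (adjusted p = 0.000448 at D3, 0.00207 at D4 and 0.00555 at D4 with the replicate block), with adjusted p = 0.158 and 0.210 with an estimated correlation. The D3 calls of Adar, Ddx58 and Ddx60 ended in a fit of the D3 arrays alone, and that of Ddx60 also without background correction and without D3 wild type replicate 3, with adjusted p values up to 0.0547, 0.0582 and 0.0810.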

Our transcriptional profiling experiments shown above reveal that Blimp-1 conditional loss causes up-regulated expression of several dsRNA binding proteins including the DEXD/H box helicases Ddx60, Dhx58 (LGP2), and RIG-1 (Ddx58) (Fig. 1a). However, these were not identified as direct target genes. Interestingly, recent studies demonstrate increased expression of dsRNA is associated with global epigenetic re-programming in human colorectal cancer cells exposed to DNA-demethylating agents^30^. We wondered whether Blimp-1 functional loss might similarly activate viral mimicry pathways upstream of IFN signaling responses. To test this possibility, next we used the well characterized J2 monoclonal antibody that specifically recognizes dsRNA greater than 40 bp in length^31^ to evaluate possible Blimp-1–dependent changes in dsRNA expression levels. As shown in Fig. 3, Blimp-1 cKO Day 3 MEC cultures display increased levels of cytoplasmic dsRNA closely associated with the mitotracker mitochondrial marker.

**Figure 3:**
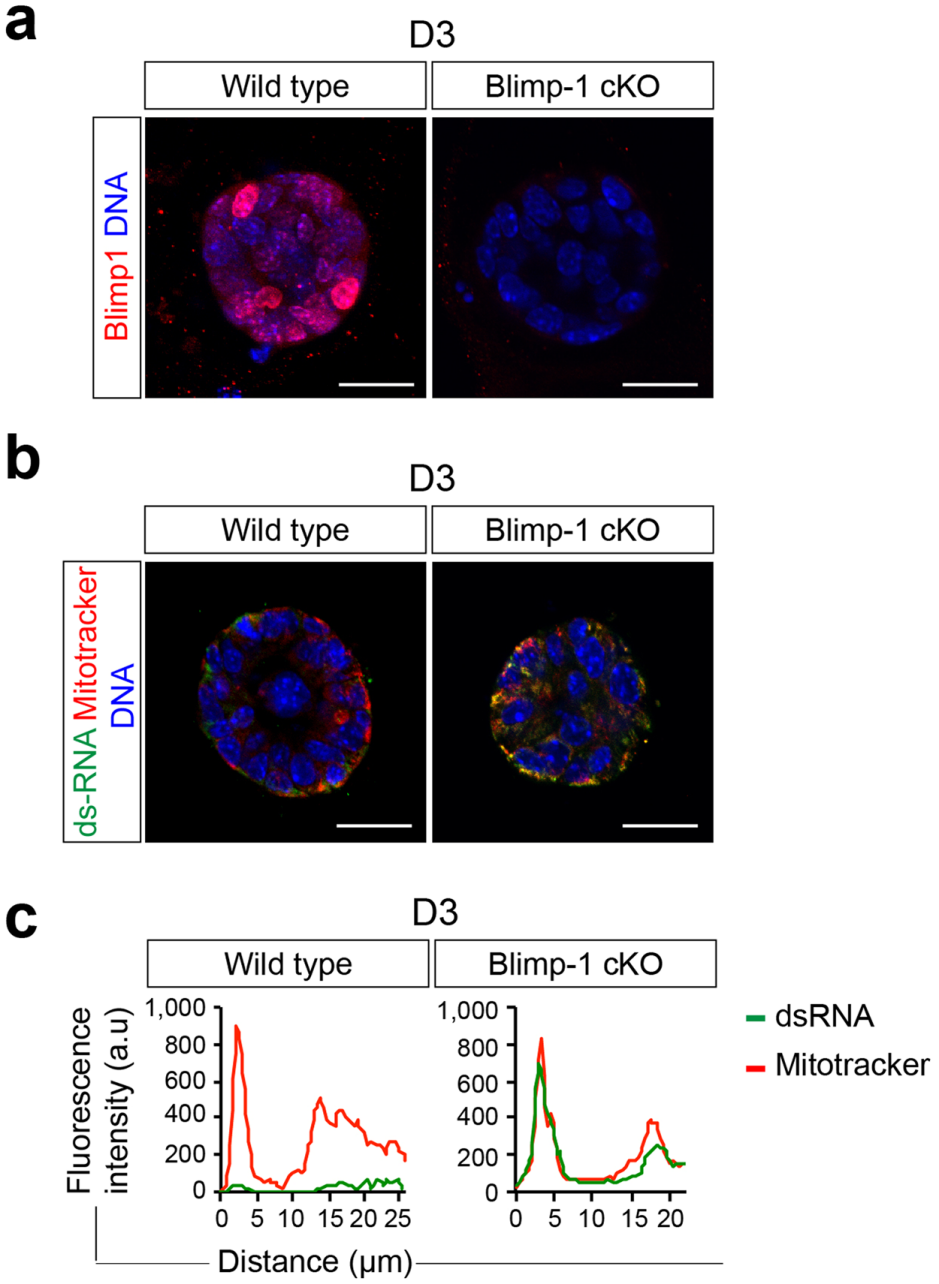
Blimp-1 inactivation in mammary epithelial cells results in accumulation of dsRNA. (**a**) Treatment with 4OHT activates Cre recombinase and eliminates Blimp-1 expression in mutant MEC 3D cultures. (**b**) Representative images of wild type and Blimp-1 cKO MEC 3D cultures co-stained for dsRNA using the J2 mAb and mitotracker to localize mitochondria. (**c**) Representative line scan-analysis (relative fluorescence intensity, minimum 20 cells/genotype analyzed) confirms increased levels of dsRNA and mitochondrial co-localization. Scale bars: 50 μm.

### Expression of type III IFN-λ by Blimp-1 cKO mammary epithelial cells

Recent experiments demonstrate that type III IFN-λ via its unique receptor complex selectively activates anti-viral defense pathways in epithelial cells^32,33^. Considerable evidence demonstrates that type III IFN-λ plays a crucial protective role at mucosal barrier surfaces lining the respiratory, gastro-intestinal, and reproductive tracts^32,33^. Blimp-1 was previously shown to silence IFN-λ1 expression in human lung epithelial cells^34^. However in mice IFN-λ1 is a pseudogene. To test whether Blimp-1 regulates type III IFN-λ expression in mouse mammary epithelial cells, here we performed RT-PCR experiments using primers designed to detect IFN-λ2/3 transcripts. As shown in Fig. 4a and b, expression of type III IFN-λ2/3 and type I IFN-β was dramatically up-regulated in Blimp-1 cKO MEC cultures. In contrast, there was no evidence for expression of type II IFN-γ by these highly organized epithelial cell cultures.

**Figure 4:**
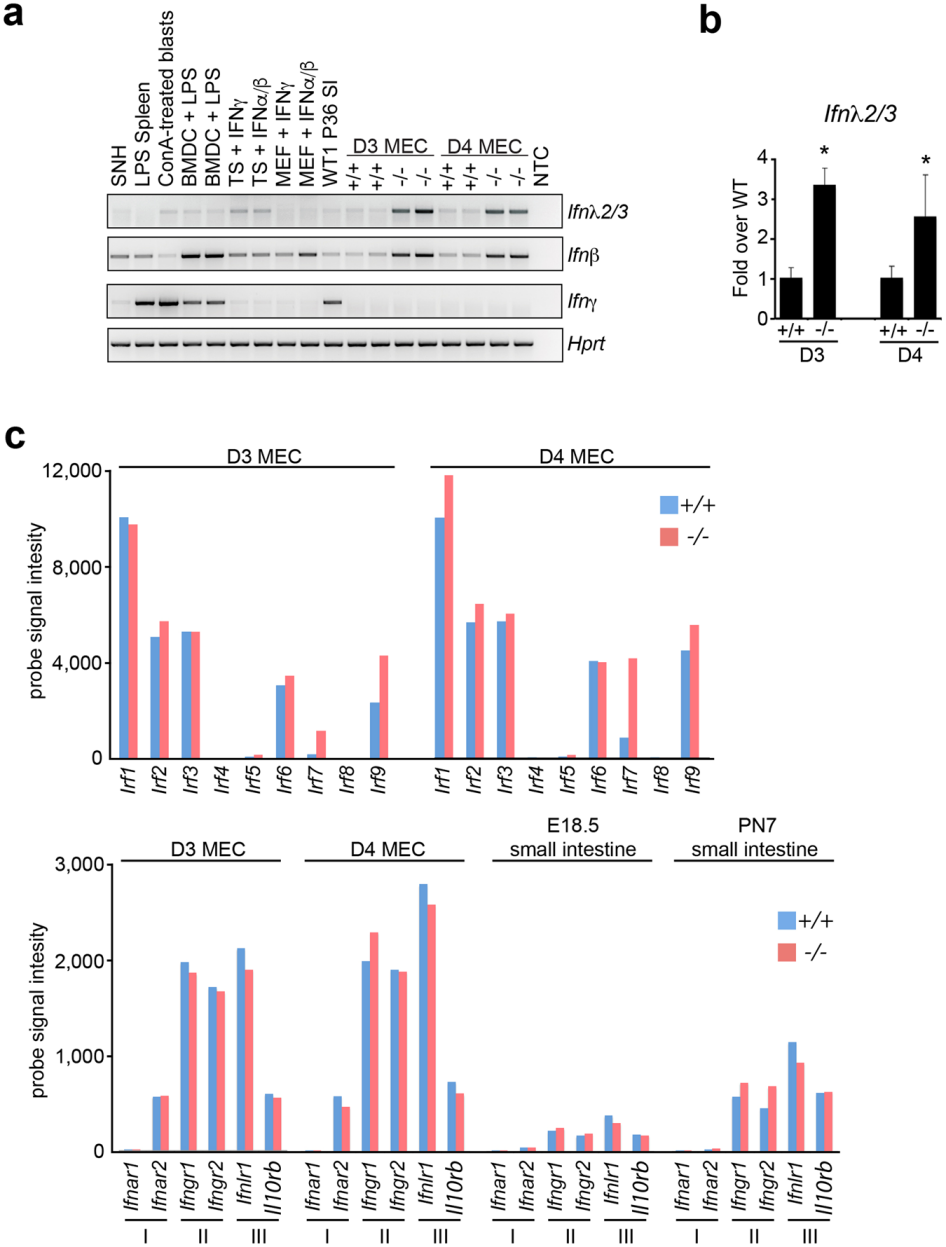
Blimp-1 functional loss activates type III IFN-λ expression in mammary epithelial cells. (**a**) RT-PCR analysis demonstrates induction of Type III λ and Type I β but not Type II γ IFN transcripts in Blimp-1 cKO MEC 3D cultures. Abbreviations: +/+, Wild type; −/−, Blimp-1 cKO; BMDC, bone marrow-derived dendritic cells; LPS, Lipopolysaccharide; ConA, Concanavalin; A SNH, STO cell line; MEF, mouse embryonic fibroblasts; TS, trophoblast stem cell; P36 SI, postnatal day 36 small intestine. Cropped PCR gel images shown. For uncropped gel images see Supplementary Figure S2. (**b**) qPCR validation of increased type III IFN-λ2/3 transcription. *P value < 0.05 (unpaired Student’s t-test). Data represents mean ± SEM of 4 samples per group. (**c**) Mammary epithelial cell 3D cultures robustly express multiple Irf family members and the type III IFN lambda receptor and as determined by average microarray probe signal intensity. Blimp-1 cKO MEC 3D cultures express increased levels of Irf7 (see also Supplementary Table S1). For comparison, microarray probe signals from embryonic (E) day 18.5 and postnatal (P) day 7 wild type and Blimp-1 cKO small intestine datasets corresponding to NCBI GEO accession numbers GSE29658 and GSE30556 respectively, are shown.

Overlapping functional roles played by individual IRF family members have been intensely investigated^21^. Irf-3 and Irf-7 have been shown to induce Type I and Type III IFN expression in virally infected cells^35^. 

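Irf1, Irf2 and Irf3 had strong probe signals in every group of MEC cultures and showed no difference between the genotypes that passed. In units of normalized signal, Irf1 was 10503 ± 879 (SD, n = 3) in D4 wild type and 11798 ± 653 in D4 Blimp-1 cKO cultures, Irf2 was 5964 ± 285 and 6471 ± 263, and Irf3 was 6010 ± 316 and 6053 ± 381. Their log2 fold changes at D4 were 0.17, 0.12 and 0.01 (adjusted p = 0.395, 0.532 and 0.973 from limma). Irf7 signal was 189 ± 16.5 in D3 wild type and 1242 ± 661 in D3 cKO cultures, and 874 ± 157 and 4221 ± 793 at D4, and its increase passed at both days. Irf9, the DNA-binding partner of Stat2, rose at D3 with a log2 fold change of 0.85 (standard error 0.13, adjusted p = 0.00312) and had 0.24 at D4 (standard error 0.13, adjusted p = 0.345).

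In these units Irf9 was 2512 ± 430 in D3 wild type, 4502 ± 241 in D3 cKO, 4713 ± 317 in D4 wild type and 5563 ± 447 in D4 cKO cultures. Its second probe (2636339) had log2 fold changes of 0.73 and 0.09, and the difference between the days did not pass (adjusted p = 0.461). Irf5 was dim, at 81.1 ± 19.2 in D4 wild type and 167 ± 7.81 in D4 cKO cultures, and its increase at D4 (1.07, adjusted p = 0.0437) was lost under 10 other settings (adjusted p up to 0.139). Irf4 and Irf8 were detected on 0 of 12 arrays. Of 10 measured IRF and STAT genes, 3 rose at D3 (Irf7, Irf9 and Stat2) and 3 at D4 (Irf5, Irf7 and Stat2), or 4 and 3 when adjusted over the list alone, with medians of 0.07 and 0.15 (adjusted p = 0.00150 and 0.00725 by camera, 0.0117 at D4 with the replicate block, medians of 0.21, 0.20 and 0.18 within the BeadChips), and with an estimated correlation the adjusted p = 0.157 and 0.210.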

Interestingly we found here that Irf-1, 2, 3, and 6 are constitutively expressed by mammary epithelial cells whereas Blimp-1 inactivation leads to increased expression of Irf-7 and Irf-9 (Fig. 4c). Additionally IFN-λ receptor complexes were robustly expressed by MEC 3D cultures (Fig. 4c) suggesting that Type III IFN-λ could potentially influence the behavior of mammary epithelial cells.

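Both genes of the IFN-λ receptor were detected on all arrays and showed no difference between the genotypes that passed. Ifnlr1, its specific chain, had a normalized signal of 2260 ± 137 (SD, n = 3) in D3 wild type, 1964 ± 94.4 in D3 Blimp-1 cKO, 2881 ± 196 in D4 wild type and 2563 ± 75.5 in D4 cKO cultures. Il10rb, the chain shared with other cytokine receptors, had 645 ± 138, 590 ± 57.6, 752 ± 76.4 and 609 ± 28.3. Their log2 fold changes at D4 were -0.17 and -0.30 (adjusted p = 0.374 and 0.297 from limma), and -0.27 to -0.12 and -0.51 to -0.19 within the 3 BeadChips.

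Ifngr1 and Ifngr2, of the type II receptor, had 2051 ± 188 and 1959 ± 200 in D4 wild type and 2284 ± 137 and 1879 ± 183 in D4 cKO cultures. Ifnar2, of the type I receptor, had 597 ± 148 and 472 ± 55.9, and the 1 probe of Ifnar1 was detected on 0 of 12 arrays. Of 8 measured genes of interferon receptors and their kinases, none passed at D3 or D4 (0 and 0 when adjusted over the list alone), with medians of -0.10 and -0.02 (adjusted p = 0.594 and 0.848 by camera). Within the 3 BeadChips at D4 the list's medians were 0.13, -0.05 and -0.14. From these signals, the paper proposes that type III IFN-λ could influence the behavior of mammary epithelial cells.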

### Treatment with Type III IFN lambda disrupts epithelial cell polarity

To directly test this possibility, recombinant IFNs were added at Day 0 to MEC 3D cultures. As shown in Fig. 5a, IFN-λ treatment resulted in dramatic morphological changes including the collapsed acini phenotype, as well as dramatically up-regulated Stat1, pY-Stat1, and Stat2 expression (Fig. 5b). Moreover treatment with IFN-λ resulted in up-regulated gene expression profiles as described above for Blimp-1 cKO MEC 3D cultures (Supplementary Fig. S3). In contrast we failed to observe any noticeable effect in the presence of type II IFN-γ, whereas treatment with type I IFN-β was associated with an intermediate phenotype (Fig. 5a and Supplementary Fig. S4). These results demonstrate for the first time that as for diseases associated with excessive type I IFN activities^36^, that type III IFN-λ also has potentially detrimental effects. Thus it appears that Blimp-1 normally functions to restrain type III IFN-λ signaling and maintains the ability of mammary epithelial cells to differentiate normally and undergo ductal morphogenesis.

**Figure 5:**
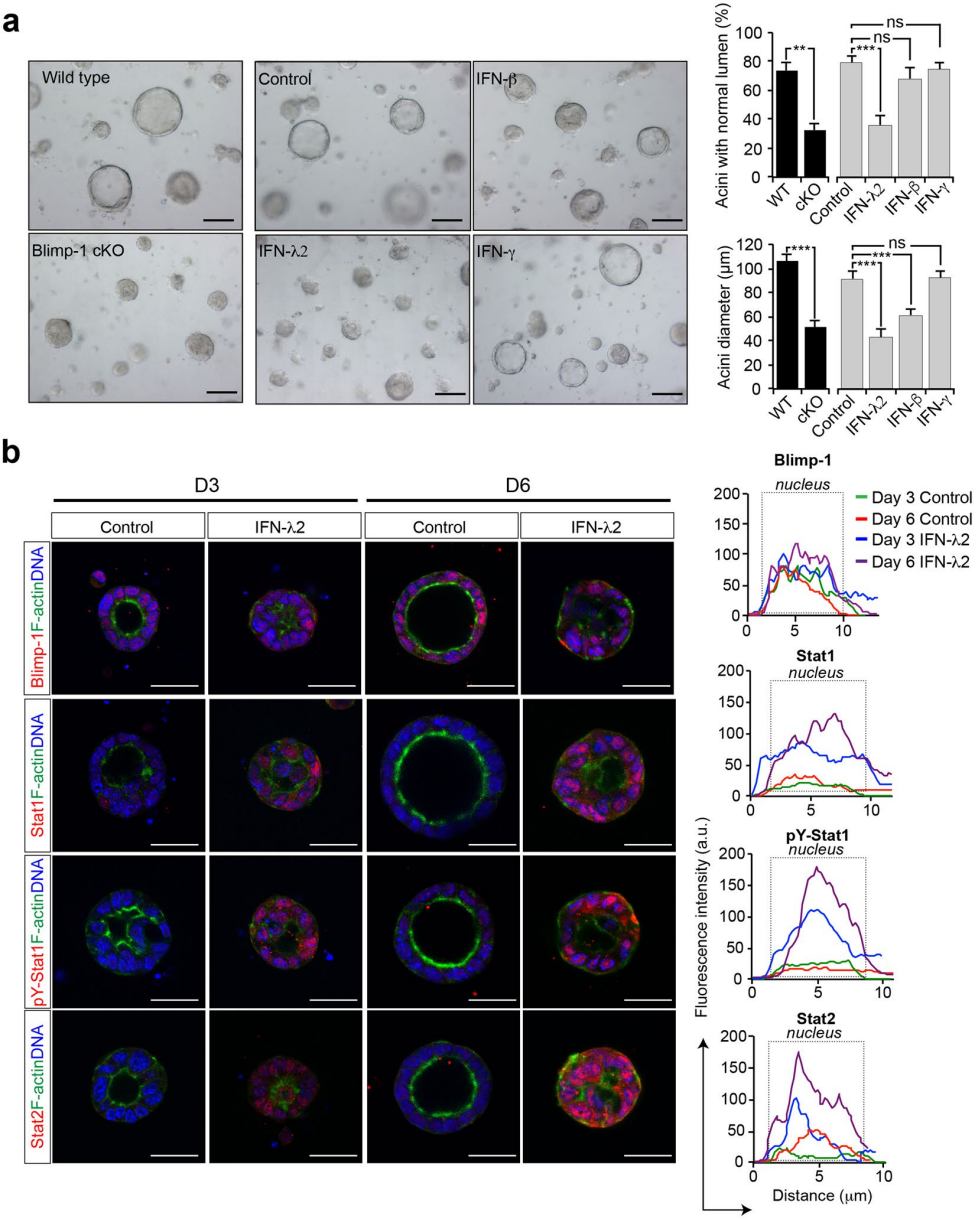
Disturbances caused by IFNλ treatment closely resemble those observed in Blimp-1 cKO 3D MEC cultures. (**a**) Phase contrast images of D6 MEC 3D cultures treated with recombinant type III IFN-λ2 reveal defective lumen formation and maturation. No noticeable changes were observed in the presence of Type II IFN-γ, whereas treatment with Type I IFN-β resulted in an intermediate phenotype. Bar graphs compare the percentages of acini with normal lumen and average acini diameters observed for Blimp-1 cKO vs wild type MEC cultures treated with recombinant IFNs. **P value < 0.01, ***P value < 0.001, relative to control (cKO vs WT - unpaired Student’s *t*-test, inter-treatment comparisons - ANOVA followed by Tukey post-hoc test). Data represents mean ± SEM of 282 (WT), 305 (cKO), 134 (Control), 112 (IFN-λ2), 145 (IFN-β) and 127 (IFN-γ) acini (normal lumen formation) and 104 (WT), 114 (cKO), 134 (Control), 112 (IFN-λ2), 145 (IFN-β) and 127 (IFN-γ) acini (diameter analysis). (**b**) Immunostaining demonstrates dramatically increased Stat1, pY-Stat1, and Stat2 expression induced by treatment with type III IFN-λ. Representative line scan-analysis (relative fluorescence intensity, in arbitrary units, a.u., minimum 20 cells per group analyzed). Scale bars: 50 μm.

## Discussion

The ability of Blimp-1 to bind specifically to the PRD1 element of the human IFN-β gene promoter and silence expression was characterized nearly three decades ago^1^. We now understand that Blimp-1 plays essential roles governing cell fate decisions in a wide variety of tissue contexts dependent not only on target site selection but also its ability to recruit co-repressor complexes required to silence gene expression^3^. Recent experiments exploiting powerful high throughput methodologies have provided detailed insights into its functional activities guiding lineage commitment and terminal differentiation in specialized cell populations^6,9,13^. Early studies revealed that the Blimp-1 consensus binding motif closely resembles the IRF-E sequence element recognized during activation of IFN responses. Ironically at present, relatively little is known about Blimp-1-dependent regulation of innate immunity or IFN signaling pathways.

The transcriptional networks and signaling pathways controlling dynamic developmental changes observed in the mammary gland during puberty, pregnancy, lactation, and involution, have been intensely investigated^22^. Our recent experiments demonstrate that Blimp-1 expression in a rare subset of luminal progenitors plays an essential role in mammary gland development^23^. Blimp-1 regulates proliferation and luminal cell maturation during puberty and pregnancy. Conditional inactivation causes defective epithelial cell polarity and disrupts milk secretion^23^. To learn more about Blimp-1 functional activities in the mammary gland, here we performed transcriptional profiling experiments.

Surprisingly up-regulated genes in Blimp-1 cKO MEC 3D cultures were greatly enriched for key regulators of viral defense, innate immunity, and IFN signaling pathways. This result was entirely unexpected since only healthy animals were used in our experiments. Besides protective roles played by IFN signaling activated during viral infections, constitutive expression of type I IFN at low levels in the absence of viral infection is also known to be required for the maintenance of tissue homeostasis under diverse circumstances. The importance of so-called tonic signaling in hematopoietic stem cells^37^, thymic epithelial cell development^38^ and immune cell function^39^ has been previously characterized. Recent experiments suggest that Type I IFN could potentially regulate functional properties of mammary stem cells^40^. Adaptive immune responses including CD4^+^ T cell production of type II IFN-γ have been shown to contribute to mammary gland organogenesis^41^. In contrast here to avoid potential contributions made by lymphocytes, endothelial cells, macrophages, and local stromal elements, we exploited 3D mammary epithelial cell cultures where the formation of self-organized acini structures recapitulates those normally observed during mammary gland organogenesis. Under these circumstances, we found that Blimp-1 inactivation resulted in up-regulated expression of type I and type III IFNs, but there was no evidence for expression of Type II IFN-γ.

The present experiments demonstrate for the first time in the mammary epithelium that Blimp-1 directly silences expression of IFN signaling pathway regulators including Oas family members, the ubiquitin-specific peptidase Usp18, and importantly the transcriptional activator Stat1 that universally drives gene expression changes upstream of Type I, Type II, as well as Type III IFN signaling cascades. The balance between Type I vs Type II target site selection by Stat1 reflects its phosphorylation status and distinct transcriptional partnerships^24^. Additionally unphosphorylated Stat1 has been shown to selectively regulate target gene expression^25,42^. For example, its association with IRF-1 activates constitutive LMP2 gene expression^43^. Here we report in the absence of Blimp-1 that up-regulated genes substantially overlap with those activated by Stat1. Thus, by virtue of its ability to directly antagonize Stat1 expression, Blimp-1 potentially functions as a global regulator of IFN signaling pathways.

Since its discovery in 2003, Type III IFN-λ has been shown to selectively provide anti-viral protection in epithelial cells, particularly those present at the mucosal surfaces lining the respiratory and gastrointestinal tracts^32,33^. Recent experiments suggested that Blimp-1 is a transcriptional repressor of IFN-λ1 expression in virally infected human airway epithelial cells^34^. However, the type III IFN genes display considerable divergence across evolution and human IFN-λ1 corresponds to a pseudogene in mice^44^. Interestingly however ChIP on chip experiments identified highly conserved Blimp-1 binding sites adjacent to the human IFN-λ2 promoter^45^ and Blimp-1 knockdown increased levels of IFN-λ2/3 transcripts in cultured human airway epithelium^34^. Consistent with the idea that Blimp-1 recognizes these highly conserved ISRE sites, here we observed up-regulated IFN-λ2/3 expression in Blimp-1 cKO MEC cultures. Thus, combinatorial regulatory motifs controlling type III IFN gene expression closely resemble those governing type I IFN-β expression^34,35^.

The simplest scenario is that Blimp-1 occupancy at ISRE/PRD1 sites directly silences IFN-λ2/3 gene expression. Unfortunately however the eGFP-tagged Blimp-1 knock-in allele successfully used for ChIP-Seq analysis in E18.5 intestinal epithelium is only weakly expressed in the mammary gland in a rare subpopulation of luminal progenitors. Occupancy at selected target sites was validated in qPCR experiments using transiently transfected and FACS-sorted CommaDβ cells enriched for expression of the eGFP-tagged Blimp-1 fusion protein. However we found no evidence for significant binding at predicted sites upstream of the IFN-λ2/3 gene promoters. Unfortunately ectopic Blimp-1 over-expression is toxic excluding analysis of stably transfected cell lines and limiting our ability to explore Blimp-1 occupancy at multiple time points. The present results clearly demonstrate that Blimp-1 function is required to prevent type III IFN-λ expression in mammary epithelial cells. However, additional work will be needed to characterize its role in assembly of higher order complexes governing chromatin accessibility and transcriptional output at this locus.

Recent studies implicate a functional relationship between epithelial cell polarity and IFN-λ expression from peroxisomes^46^. Cytoplasmic sensors such as RIG-1 (Ddx-58) that recognize viral RNA trigger membrane bound signaling proteins such as MAVS that in turn activate assembly of transcriptional complexes driving IFN-stimulated gene expression. In contrast to these disturbances downstream of viral entry and replication, the striking morphological changes described here associated with up-regulated IFN-λ expression are simply caused by Blimp-1 inactivation. Interestingly Blimp-1 cKO also resulted in accumulation of dsRNA recognized by the J2 monoclonal antibody. Thus, activation of IFN signaling responses could simply be due to the presence of dsRNA.

The J2 mAb recognizes dsRNA greater than 40 bp in length but its fine specificity remains ill defined. An extensive literature has described diverse host mechanisms responsible for controlling expression of endogenous retroviral sequences scattered across the genome. It is tempting to speculate that as for many other zinc finger proteins, Blimp-1 may directly silence ERV transcription in a sequence specific manner. However mapping ChIP seq peaks to repetitive elements requires the application of sophisticated bioinformatics strategies. An important long term goal is to characterize dsRNAs that accumulate in the absence of Blimp-1 and test this attractive model.

The present results help to resolve the paradoxical finding previously described in our recent studies, namely how could Blimp-1 inactivation in rare progenitor cell population cause such dramatic widespread phenotypic changes throughout the entire epithelial cell population^23^. We now understand in the absence of Blimp-1 that type III IFN-λ secretion by rare luminal progenitors acting in a paracrine fashion has the ability to influence the behavior of neighboring cells. Our results demonstrate for the first time that type III IFN-λ not only activates anti-viral responses in mucosal epithelial cells, but also in mammary epithelial cells. While the role played by type III IFNs in innate immune protection at mucosal barrier surfaces has been extensively investigated, relatively little is known about viral infections in the mammary epithelium or how this impacts on neonatal health. It will be important to learn more about protective and potentially negative effects mediated by type III IFN-λ.

## Methods

### Animals

Female C57BL/6 mice (8–10 weeks of age) were used as the wild type strain. For inducible Blimp-1 gene deletion in mammary epithelial cell (MEC) cultures, *Prdm1* ^*BEH/*+^ and *Prdm1* ^*CA/CA*^ mice^23^ were crossed with the *ROSA26:Cre* ^*ERT2*^ line^47^ to generate *Prdm1* ^*BEH/CA*^ *;ROSA26:Cre* ^*ERT2*^ females. Mice were genotyped by PCR as described in the original reports. All animal experiments were performed in accordance with Home Office regulations and were approved by the University of Oxford Local Ethical Committee.

### Cell lines and primary MEC 3D cultures

CommaDβ cells (a generous gift from Marina Glukhova, Institut Curie) were maintained in DMEM/F12 medium supplemented with B27 (GIBCO), 20 ng/mL epidermal growth factor (EGF, Invitrogen), 20 ng/mL basic fibroblast growth factor (bFGF, GIBCO) and 10 μg/mL insulin (Sigma-Aldrich) as previously described^26^. Primary MECs were collected from 15.5- and 16.5-day pregnant mice and cultured as described^48^. Cells (2 × 10^4^) were seeded onto growth factor reduced Matrigel (120 μl per well in 24 well plates, BD Bioscience, or 8-well Lab-Tek II chamber slides, Thermo Fisher Scientific) to form acini and cultured in growth media [DMEM/F12 medium (Life Technologies) containing 5 μg/ml insulin, 1 μg/ml hydrocortisone (Sigma-Aldrich), 3 ng/ml EGF, 10% FBS, 50 U/ml penicillin/streptomycin, 0.25 μg/ml fungizone and 50 μg/ml gentamycin)] supplemented with 2% growth factor reduced Matrigel. Cultures were fed every 48 hrs and grown for 3–6 days. Cre-mediated deletion of Blimp-1 in primary MEC cultures (hereinafter referred to as Blimp-1 cKO) was achieved by collecting MECs from *Prdm1* ^BEH/CA^;*ROSA26:Cre* ^*ERT2*^ mice and treating with 1/1000 dilution of 4-Hydroxytamoxifen (4-OHT) dissolved in ethanol (100 nM final concentration) for 24 hrs. As controls, MECs from WT mice were similarly treated with 4-OHT. In some experiments, MitoTracker Red CMXRos (Invitrogen) dissolved in MEC growth media (200 nM final concentration) was added at day 2 of culture for 45 min at 37 °C. Recombinant mouse IFN-β (500 U/mL, PBL Assay Science), IFNγ (5 ng/ml, PeproTech) or IFN-λ2 (20 ng/ml, PeproTech) was added on day 0 of culture.

### Immunofluorescence

For immunofluorescence staining, acini were fixed with 4% PFA in PBS and permeabilized with 0.5% Triton X-100 in PBS. Fixed cells were blocked with 10% normal goat serum/2% BSA in PBS for 2 hrs at RT, and incubated with Blimp-1, Stat1, pStat1 (Tyr701), Stat2, or dsRNA (J2) antibodies (see Supplementary Table S2 for antibody dilutions and source) in block overnight at 4 °C. Primary antibodies were detected by incubation with an appropriate secondary Alexa Fluor-conjugated antibody (Molecular probes). F-Actin was detected using Phalloidin-Alexa Fluor 633 (Invitrogen). Acini with F-actin staining at the apical surface of cells surrounding a single lumen were identified as acini with normal lumens. For all immunostaining, slides were mounted in DAPI-containing Fluoroshield. The pictures were captured with an inverted Olympus FV1200 laser scanning confocal microscope equipped with X40 and X60 oil-immersion objective. Z stack steps were of 1 μm. Images were analyzed with ImageJ.

### RNA extraction, qRT-PCR and Microarray profiling

Total RNA from five independent MEC 3D cultures each from *Prdm1* ^*BEH/CA*^;*ROSA26*:*Cre* ^*ERT2*^ and wild type treated with tamoxifen on day 0 and harvested on Day 3 and 4 was isolated using an RNeasy Mini kit (Qiagen) with on column DNase treatment according manufacturer’s protocol. Microarray transcriptional profiling experiments were performed using triplicate RNA samples of each genotype at both Day 3 and 4 as previously described using Illumina Mouse WG-6 v2 Expression BeadChips^8^. Differential probe expression was determined following rank-invariant normalization using the Illumina custom error model option of Gene Expression Analysis Module V1.6.0 of GenomeStudio V2009 (Illumina) with Benjamini and Hochberg false discovery rate. Probes with significant different expression (1.5 fold and differential score ≥ 13, equivalent to P ≤ 0.05) were analyzed by WebGestalt using default parameters (http://www.webgestalt.org/option.php). qPCR analysis was performed on 5 RNA samples for each genotype at day 3 and 4. First-strand cDNA was reverse transcribed from RNA (1 μg) using Superscript III (Invitrogen, UK) according to manufacturer’s protocol and qPCR performed using QuantiTech SYBR Green master mix (Q2040143; Qiagen) on a Rotor-Gene Q (Qiagen). Relative gene expression was calculated using the ΔΔCt method in comparison with *Hprt* as the reference. Reverse transcription-PCR (RT-PCR) was performed using the OneStep RT-PCR kit (Qiagen) according to manufacturer’s protocol. Primer sequences are provided in Supplementary Table S3.

### Published ChIP-Seq dataset analysis

ChIP-Seq datasets corresponding to NCBI GEO accession numbers GSE66069, GSE60204 and GSE33913 were used to identify Blimp-1^6,20^ and Stat1^24^ genomic binding sites. ChIP-peaks were functionally annotated with GREAT version 3.0.0^49^, using the basal extension rule linking peaks to the nearest transcription start site (TSS) ± 100 kb.

### qPCR-ChIP

CommaDβ cells were transiently transfected with a plasmid expression construct encoding C-terminal eGFP-tagged Blimp-1 fusion protein^27^ using Lipofectamine 2000 (Invitrogen) according to the manufacturer’s protocol. GFP positive cells, sorted by FACS at 24–48 hours post transfection were cross-linked with 1% formaldehyde in growth media for 20 min at RT and subsequently processed for ChIP using 10 μg of mouse anti-GFP IgG2a (clone 3E6, A11120; Invitrogen), as described previously^50^. Non-transfected CommDβ cells were used as negative controls. Eluted DNA samples were recovered using ChIP DNA Clean and Concentrator column kit (Zymo Research) and qPCR analysis of quadruplicate ChIP and input samples performed using QuantiTech SYBR Green master mix (Q2040143; Qiagen) on a Rotor-Gene Q (Qiagen). Primers were designed to amplify 100–200 bp regions central to Blimp-1 binding sites identified in ChIP-Seq dataset GSE66069. Selected genes included *c-Myc, Prdm1*, *Stat1* (both TSS and 5’ of TSS ChIP-Seq peak regions –see Fig. 2b), *Oasl2 and Usp18*. A non-enriched ChIP-Seq region in the 3’UTR of the *Prdm1* gene was used as a negative control^20^. Primer sequences are provided in Supplementary Table S3. Fold enrichment of ChIP over input was determined relative to a standard curve generated from log-diluted sheared genomic DNA.

### Statistical analysis

Statistical analyses were performed using two-tailed unpaired *t*-test for wild type versus Blimp-1 cKO comparisons and ANOVA followed by Tukey post-hoc test to compare between treatment conditions (Microsoft Excel and GraphPad Prism 7.0.). *P* values ≤0.05 were considered significant.

### Data availability

The microarray data has been deposited in NCBI GEO with the accession number GSE100747.

## Electronic supplementary material

Dataset 1

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

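MEC 3D cultures of wild type and Blimp-1 cKO mice were measured at D3 and D4 on Illumina Mouse WG-6 v2 BeadChips, 3 arrays for each genotype and day. The authors summarised the scanned signals per probe in GenomeStudio, and the intensity values used here are as deposited without normalization or background subtraction. The detection p-values used here are as deposited by the authors and compare each probe with the negative control beads of its array. The authors' processed intensity values are on a linear scale after rank-invariant normalization by the authors, with background subtracted, since dim probes have negative values.

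Signals were background-corrected with the detection p-values, quantile-normalized and log2-transformed with neqc of limma 3.58.1 in R 4.3.3, with an offset of 16. Of 45281 probes, 19972 had a detection p under 0.05 on at least 3 of 12 arrays and were tested. Of all probes, 34885 carry 1 gene symbol, 18 several and 10378 none, and the tested probe of Ddx60 was named through the paper's Table S1. The probes of a gene can differ, and the tested probe with the highest mean stands for each of 10724 genes. One linear model with a mean for each of the 4 groups was fitted with limma, with moderated variances. The comparisons were genotype at D3, at D4, averaged over both days and its difference between the days, and D4 against D3 in each genotype. The p-values of each comparison were adjusted over all tested probes by the Benjamini-Hochberg method. A gene was called at an adjusted p of at most 0.05 and a fold of at least 1.5, the fold that the paper also used. The difference between the days was called on the adjusted p alone. Where a probe was detected on no array of 1 group, its fold is given as a lower bound against the lowest signal of a detected probe on those arrays, and no fold is given where both groups are below background. Arrays give no counts, and their number limits the precision.

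A set of 34 gene lists was tested with camera of limma in 6 comparisons, with a preset correlation of 0.01 and again with an estimated correlation, and the share of called members with Fisher's exact test, each adjusted over all lists and comparisons. The lists and settings were fixed before the deposited values were examined. They were written after Table S1 had been read, which reports on these same D4 arrays, so lists that hold its genes are not independent evidence. They cover the genes the paper names, interferon-stimulated genes, the OAS family, double-stranded RNA sensing, MHC class I and class II, the proteasome, IRF and STAT genes, interferon receptors, interferons, interferon-inducible GTPases, chemokines, negative feedback, inflammation, milk and alveolar genes, luminal and basal markers, polarity and junctions, proliferation, cell death, the unfolded protein response, p53 targets, the glucocorticoid response, cholesterol and lipid synthesis, extracellular matrix, fibroblasts, endothelium, myeloid cells, lymphocytes, adipocytes, Ly49 receptors, the tamoxifen and oestrogen response, housekeeping genes and ribosomal proteins.

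Genes were named by a rule set at the same time. It takes the genes the paper names that have a tested probe, the 10 largest increases and 8 largest decreases of each day among called genes whose cKO arrays all lie beyond the wild type arrays, up to 5 genes each way for the difference between the days, and 2 to 4 members of each list with the largest change. Fkbp5, Tsc22d3, Zbtb16, Tnfaip2, Cdh3, Krt17, Pdpn, Trim25, Zbp1, the genes of the small intestine comparison and the genes named for the change from D3 to D4 were chosen after their values were seen.

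At D4 the replicate number is the BeadChip. The paper's probe table names its columns by BeadChip, and for 598 of 598 probes on each D4 array its values equal the processed values of the same group and number within 0.1% (or 0.001 for values under 1). The residual correlation of wild type and cKO arrays of the same number was -0.05, 0.03 and -0.08 at D4 and 0.14, 0.09 and 0.10 at D3, and that of D3 and D4 arrays of the same number 0.18, 0.13 and 0.08 in wild type and 0.31, 0.35 and 0.36 in cKO. The replicate number was therefore tried as a block, and differences within BeadChips are given for D4. The BeadChips of the D3 arrays are not given in the sources used here, so a BeadChip block at D3 was not run.

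The alternatives were the authors' processed values floored at 10, no background correction, no filter, a filter at a detection p under 0.01 on all arrays of a group, the replicate block, limma with trend and robust options, only the arrays of the day compared, any probe of a gene in place of 1, no fold minimum, an unpaired t-test and leaving out each array. The paper names that test in its general statistics, and its arrays were tested with the Illumina custom error model. Blocks in fits of the D4 arrays alone and of the cKO arrays alone, and counts of 4 lists without D3 cKO replicate 2, were added after seeing the data. The steps were tested on simulated data, with 50 genes at each fold added to the D4 comparison. They called 16% of genes changed 1.5-fold, 56% at 2-fold, 88% at 4-fold and 94% at 8-fold, and 3 of 10524 unchanged genes. Other splits of the arrays were fitted in the same way, and 10000 random draws of genes tested whether called genes gather along chromosomes. Gene positions from a RefSeq table served only to find neighbouring genes, within 2.5 Mb of each gene, in 5 Mb intervals and in 10 Mb around Prdm1 and the ROSA26 locus. The GenomeStudio normalization, its error model and the WebGestalt analysis were not rerun, and the qPCR and staining experiments were not analysed here. Some results for genes that the paper names are not reported here.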

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

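The tests of chromosome intervals of another strain, of spreading loss of repression and of a single D3 cKO culture, and the medians over members with no bound, were chosen after the results were seen.

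The genotype effect on interferon genes had a smaller median at D4 than at D3, while 0 single genes passed the test of this difference by limma (793 at an unadjusted p under 0.05, and after adjustment 6 with trend and robust options, 4 without background correction and 1 with the replicate block). The median difference of the genotype effect, D4 minus D3, was -0.30 (log2) for the interferon-stimulated list, with 43 of 52 members lower, -0.70 for the OAS family and -0.51 for the GTPases, and it was 0.11 for MHC class I genes (-0.32, -0.83, -0.74 and 0.03 over the 47, 5, 6 and 21 members with no bound at either day). The test of this difference by camera gave adjusted p = 4.53e-08, 0.00725, 0.00267 and 0.0372, and with an estimated correlation the adjusted p = 0.487, 0.544, 0.439 and 0.587. A single D3 cKO culture with a high interferon response may account for most of the difference in the interferon-stimulated list, and for less of it in the OAS family and the GTPases. The interferon-stimulated list's median above the D3 wild type mean was 2.07 on D3 cKO replicate 2 and 1.50 and 1.49 on replicates 1 and 3. Without replicate 2 its median difference was -0.081 (camera adjusted p = 0.00254), and that of the OAS family -0.30 (0.0908) and of the GTPases -0.28 (0.0583). Over the members with no bound these were -0.056, -0.63 and -0.42. For MHC class I genes the median difference was 0.28 without D3 cKO replicate 2 and -0.003 without D3 cKO replicate 3. Their camera adjusted p ranged from 0.000127 to 0.233 without single arrays. A single D4 wild type culture with a high interferon response is argued against for the interferon-stimulated list. Without the D4 wild type array that moves it most, this list's median difference was -0.29. Compression of bright probes stays open, since the dimmer half-list had a median of -0.20 and the brighter one of -0.42. The list's median change from D3 to D4 was 0.85 in wild type and 0.53 in cKO cultures.

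Called genes outside the interferon lists gather in some chromosome intervals. The 448 such genes had a mean of 2.48 other called genes within 2.5 Mb, against 1.62 in random draws of genes (permutation p = 0.0001, the smallest that 10000 draws can give), and 2.22 against 1.58 without histone genes. Other families of neighbouring genes were not left out, such as Ifi205 and Ifi207, Ugt1a6a, Ugt1a6b and Ugt1a10, or Tnfrsf22, Tnfrsf23 and Tnfrsf26. How much such families add to the gathering was not tested. In 6 intervals, 55 of 261 genes were called, among them Cdkn1c, Tnfrsf22, Igf2, Klra4, Cdkn1b, Ccn5, Sdc4, Scamp5 and Upp1. Over all 6, 23.6% of the called genes were lower (95% interval 13.2 to 37.0). Loss of Blimp-1 repression that spreads over neighbouring genes is argued against as the sole cause in the intervals on chromosomes 2, 6 and 7, where 4 of 8, 3 of 5 and 4 of 14 called genes were lower (95% lower limits of 8.39% or more), and stays open in those on chromosomes 9, 11 and 13, where 0 of 9, 0 of 7 and 2 of 12 were lower (lowest limit 0%). Intervals of another strain linked to the mutant alleles are argued against for the 5 intervals on chromosomes 2, 7, 9, 11 and 13, which carry neither Prdm1 nor the ROSA26 locus, and stay open for that on chromosome 6, 16.9 Mb from the ROSA26 locus. Around the loci themselves no excess passed (1 and 3 of 38 genes called at D3 and D4 around Prdm1, Fisher's exact test, p = 0.525 and 0.166, and 0 of 46 around ROSA26). Intervals of another strain away from these alleles could give such gathering, as could sequence variants under single probes. Other probes of the genes in these intervals were called the same way in 30% (9 of 30, 4 opposite), against 72.9% for interferon genes (Fisher's exact test, p = 0.000223) and 38.8% for the remaining called genes. No test was run against the remaining called genes, whose share lies nearer to that of the intervals. The p-value therefore does not show that calls in the intervals depend more on the probe than those of other genes outside the interferon lists. The strain background of the cKO mice is not given in the sources used here.

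The lists of basal, extracellular matrix and fibroblast genes had D4 medians of 0.62, 0.62 and 0.59 in cKO over wild type cultures, though 2 of 21, 7 of 23 and 1 of 11 members passed. By camera the adjusted p = 1.96e-05, 1.51e-09 and 0.00604, and with an estimated correlation the adjusted p = 0.307, 0.266 and 0.551. A larger share of basal cells that raises all basal markers by 1 factor is argued against as the whole cause. Of 21 basal markers, 10, among them Krt14 (-0.05), Itga6 (-0.10), Itgb4 (-0.01) and Trp63 (0.25), had a 95% interval of their mean effect over both days below the list's median of 0.62. This median comes from the same markers, so 10 is the most that could lie below it. A larger share of basal cells as part of the cause stays open. Background correction and normalization are argued against as well, since the lowest of the 3 medians under the other treatments of the signals was 0.40. A changed expression of contractile and matrix genes within the cells may remain as a hypothesis, and it was not tested. A different share of other cells, such as fibroblasts, was not tested either, so the 2 cannot be told apart here.

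Other list medians also differed between the days, D4 minus D3, by -0.40 for milk and alveolar genes, -0.38 for the glucocorticoid response and 0.22 for the extracellular matrix (camera adjusted p = 0.00587, 0.00113 and 0.00145, and with an estimated correlation the adjusted p = 0.239, 0.340 and 0.577). The glucocorticoid response, which the paper does not report on, had a median of -0.66 at D4, in a medium that contains the glucocorticoid hydrocortisone for both genotypes. The Prdm1 probe had a log2 value 1.25 higher in cKO than in wild type cultures at D4, as a fitted value of a probe below background in wild type, which is no bound. In wild type cultures, 1284 genes changed from D3 to D4, a comparison that the paper does not make.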

How the results depend on the processing

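The fit of the D4 arrays alone with a block and that of the cKO arrays alone with a block were chosen after seeing the data. No called value of a named gene or list reversed its direction under the settings run, all on the same probe of each gene, while of the other probes of called genes 2 at D3 and 6 at D4 were called the opposite way. The cause of the changes below was not tested, except where fewer arrays or no fold minimum make them by construction.

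Without background correction, D3 genes lower in cKO numbered 37, genes whose genotype effect differs between the days 4 and genes changed by genotype averaged over both days 307. The replicate block gave 1 gene whose effect differs between the days, and limma with trend and robust options 6. Only the arrays of the day gave 102 lower genes at D4. No fold minimum gave 852 genes changed on average and 2162 changed from D3 to D4 in wild type. An unpaired t-test gave 4 higher and 0 lower genes at D3, 71 and 11 at D4, and 4 higher at both days. With the correlation estimated, the lists that passed numbered 0 higher and 0 lower at D3 and 0 and 0 at D4, against 16, 2, 15 and 2. The D4 arrays alone with the BeadChip as a block gave 179 higher and 35 lower genes, and the cKO arrays alone with a block 92 genes lower at D4 than at D3, against 173.

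Leaving out 1 array gave 147 to 225 genes higher and 31 to 68 lower at D3, 191 to 365 higher and 80 to 167 lower at D4, 0 that differ between the days, 385 to 556 on average and 123 to 166 higher at both days. The count of lower genes was 35 at D3 without D3 wild type replicate 2 and 31 without D3 wild type replicate 3. Without D4 wild type replicate 3 the D4 counts were 191 and 80, and without D4 Blimp-1 cKO replicate 1 the lower count was 101. The lists that passed ranged from 14 to 16 higher and 1 to 3 lower at D3, with 1 lower without D3 wild type replicate 2, and from 14 to 15 higher and 2 to 3 lower at D4.

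Of the values of named genes, 1946 kept their side of the threshold under the other settings, 38 gained and 42 lost a call, and of those without 1 array 3353 kept it, 33 gained and 106 lost one. With the replicate block 276 kept it, 14 gained and 2 lost a call, Bst1 and Psmb10 at D4. Bst1 was lost under 14 settings (adjusted p up to 0.161). All other counts that were run lay within 1.5 times those reported. A BeadChip block apart from the replicate number was not run, since they are equal at D4 and the BeadChips of D3 are not given in the sources used here. Signal over background limits what can be said of probes detected on no array of 1 group, whose folds are bounds only.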

Differences from the paper's values

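The comparison of Ddx58 and Irf9 across settings was made after the results were seen. A count was taken to differ from the paper's where one was more than 1.5 times the other, and a fold change or signal where it also differed by more than the SD between arrays. A fold given as a lower bound was taken to differ only where the bound exceeded 1.5 times the paper's fold. Genes for which no fold could be given were left out. By this rule none of 5 counts, 70 fold changes at D3, 71 at D4 and 40 signals differed, though the values are not equal. The paper's values come from the same arrays, so their closeness is not independent evidence. At D4, 155 genes were lower and 299 higher here, beside the paper's 138 lower genes and the 345 higher genes of its Table S1, at the same thresholds on fold and p with another normalization and test. These gene counts are not fully alike, since here 1 probe stands for each gene, while Table S1 rests on 436 higher and 162 lower probes. Counted by probe, 517 were higher and 266 lower here. The 266 lower probes are more than 1.5 times the 162, a count that was not among the 5 compared. Of the probes that Table S1 gives as changed at D4, 366 of 436 higher and 136 of 162 lower ones were called here, and none was opposite. Of the probes called here, 151 higher and 130 lower ones are not in that table.

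The paper states that Ddx58 was raised by loss of Blimp-1. Here Ddx58 passed at D3 (1.13) and not at D4 (0.61, adjusted p = 0.0947, from 0.00888 to 0.223 over the other settings). It was called at D4 by limma with trend and robust options (0.0352), with only the arrays of the day (0.0483) and without D3 Blimp-1 cKO replicate 2 (0.00888). Dhx58 and Ddx60, named with it, passed at both days.

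The paper states that Irf7 and Irf9 were raised. Irf7 passed at both days. Irf9 passed at D3 (0.85) and not at D4 (0.24, adjusted p = 0.345, from 0.232 to 0.588 over the other settings), and no setting called it at D4.

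The paper found no enriched GO category among the lower genes at D4. That analysis was not rerun, and the glucocorticoid response list, written after Table S1 had been read and not a GO category, held 7 lower genes of 15 at D4 (camera adjusted p = 3.03e-07, and 0.169 with an estimated correlation).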

Other observations

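The genes named for the change between the days and the fit of the cKO arrays alone with a block were chosen after the results were seen.

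Between D3 and D4, 15 of 24 proliferation genes fell in wild type and 11 in cKO cultures, and 10 of 23 milk and alveolar genes rose in wild type and 2 in cKO cultures. Over all genes, in wild type 760 genes rose and 524 fell, and in cKO 271 rose and 173 fell (92 with the replicate block in the cKO arrays alone). Of these, 225 rose and 111 fell in both genotypes and 0 went opposite ways. Masp1, a protease of the complement system, rose by 3.17 in wild type and 2.96 in cKO on the log2 scale, and Foxi1 by 3.28 and 2.40. The cytokine gene Il24 changed by -2.33 and -1.26, and the cystine transporter gene Slc7a11 by -2.07 and -1.78. The proliferation genes (17 and 12 lower when adjusted over the list alone) had medians of -0.73 and -0.58 (camera adjusted p = 1.22e-13 and 8.08e-16, and with an estimated correlation the adjusted p = 0.220 and 0.196). The milk and alveolar genes (11 and 2 higher when adjusted over the list alone, with 1 lower in wild type) had medians of 0.67 and 0.24 (camera adjusted p = 0.00222 and 0.0827, and with an estimated correlation the adjusted p = 0.210 and 0.431). The test of the difference between the genotypes in this change gave camera adjusted p = 0.0667 for the proliferation and 0.00587 for the milk and alveolar list, and with an estimated correlation the adjusted p = 0.772 and 0.239.

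By genotype, proliferation genes had medians of -0.19 at D3 (camera adjusted p = 0.000651, and with an estimated correlation the adjusted p = 0.577) and -0.06 at D4 (0.377), with none called. Of 13 p53 targets, Cdkn1a rose at both days and Fas fell at D4, with medians of 0.18 (0.0391, or 0.378 with an estimated correlation) and 0.11 (0.587). MHC class II genes had medians of 0.47 (0.44 with bounds, 0.0391, or 0.236 with an estimated correlation) and 0.17 (0.458). The 2 measured Ly49 receptor genes, Klra4 and Klra16, rose at both days by 1 probe each (2.83e-07 and 1.24e-05, and 0.0976 at each day with an estimated correlation), with medians with bounds of 2.78 and 2.52. The list value thus rests on 2 probes. Another probe of Klra4 (3031402) was as bright on average and had log2 fold changes of -0.04 and 0.04, so the rise of Klra4 depends on the probe. Of the 31 measured genes that the paper names, 16 rose at D3 and 18 at D4 (17 and 19 when adjusted over the list alone), with medians of 0.85 and 0.79, and 0.77 and 0.73 with bounds (1.72e-18 and 6.59e-14, and 0.0976 and 0.112 with an estimated correlation). Of 7 negative feedback genes, Usp18 alone rose, at both days (0.0827 and 0.475).

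The other lists did not pass at D3 or D4. Their medians at D3 and D4 were -0.12 and 0.07 for luminal markers, -0.07 and 0.02 for polarity and junctions, 0.03 and -0.04 for the unfolded protein response, -0.12 and -0.01 for cholesterol and lipid synthesis, 0.10 and 0.31 for endothelium, 0.15 and -0.02 for myeloid cells, -0.14 and -0.04 for adipocytes (0.09 and -0.14 with bounds), -0.07 and 0.02 for the tamoxifen and oestrogen response (mean of -0.13 at D4), -0.04 and 0.01 for housekeeping genes and -0.07 and 0.01 for ribosomal proteins. Among them Acss2 (-0.66) and the myeloid gene Lyz2 (-1.17) fell at D4. The 1 measured lymphocyte gene, Prf1, had -0.06 and 0.14, and the 1 measured interferon gene, Ifna1, -0.22 and -0.12. The probe of Ifnb1 was detected on 2 arrays, both of cKO cultures, and those of Ifnl3 and Ifng on 0.

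In the 10 Mb around Prdm1, 1 of 38 genes was called at D3 (Foxo3) and 3 at D4 (Foxo3, Prdm1 and Scml4, Fisher's exact test, p = 0.166), and around the ROSA26 locus 0 of 46 at either day. No chromosome passed a test for more called genes outside the interferon lists (Fisher's exact test, lowest adjusted p = 0.366 at D3 and 0.635 at D4). Of 136 other tested probes of genes called at D3, 60 were called the same way, 74 were not called and 2 were opposite, and at D4 these were 112, 131 and 6 of 249.

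With 3 arrays against 3, 10 splits are too few for a share under 0.05. The real split (1 split of 10) called 267 genes at D3, 454 at D4, 1284 from D3 to D4 in wild type and 444 in cKO, and the highest of the other splits 0 in each. The residuals of D3 and D4 arrays of the same genotype and number were correlated (0.08 to 0.36), and with these arrays kept together there are again 10 splits, too few for a share under 0.05. The real split (1 split of 10) gave 500 genes changed on average, 202 genes changed the same way at both days and 16 lists shifted on average, and the highest of the others 11, 0 and 12. Of the 200 splits that part the arrays of each day independently, 100 were drawn, in which the highest others were 11, 0 and 18 (6, 0 and 15 where as many BeadChips were parted), and 16 lists or more were reached by 3 of 100, the real one included. These splits treat the arrays of the 2 days as independent, which their residuals were not. For the 0 genes that differ between the days any split gives a count as large (10 of 10), so the splits say nothing of chance there.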
